# Diet Modifies Pioglitazone's Influence on Hepatic PPAR*γ*-Regulated Mitochondrial Gene Expression

**DOI:** 10.1155/2020/3817573

**Published:** 2020-09-10

**Authors:** Sakil Kulkarni, Jiansheng Huang, Eric Tycksen, Paul F. Cliften, David A. Rudnick

## Abstract

Pioglitazone (Pio) is a thiazolidinedione (TZD) insulin-sensitizing drug whose effects result predominantly from its modulation of the transcriptional activity of peroxisome proliferator-activated-receptor-gamma (PPAR*γ*). Pio is used to treat human insulin-resistant diabetes and also frequently considered for treatment of nonalcoholic steatohepatitis (NASH). In both settings, Pio's beneficial effects are believed to result primarily from its actions on adipose PPAR*γ* activity, which improves insulin sensitivity and reduces the delivery of fatty acids to the liver. Nevertheless, a recent clinical trial showed variable efficacy of Pio in human NASH. Hepatocytes also express PPAR*γ*, and such expression increases with insulin resistance and in nonalcoholic fatty liver disease (NAFLD). Furthermore, mice that overexpress hepatocellular PPAR*γ* and Pio-treated mice with extrahepatic PPAR*γ* gene disruption develop features of NAFLD. Thus, Pio's direct impact on hepatocellular gene expression might also be a determinant of this drug's ultimate influence on insulin resistance and NAFLD. Previous studies have characterized Pio's PPAR*γ*-dependent effects on hepatic expression of specific adipogenic, lipogenic, and other metabolic genes. However, such transcriptional regulation has not been comprehensively assessed. The studies reported here address that consideration by genome-wide comparisons of Pio's hepatic transcriptional effects in wildtype (WT) and liver-specific PPAR*γ*-knockout (KO) mice given either control or high-fat (HFD) diets. The results identify a large set of hepatic genes for which Pio's liver PPAR*γ*-dependent transcriptional effects are concordant with its effects on RXR-DNA binding in WT mice. These data also show that HFD modifies Pio's influence on a subset of such transcriptional regulation. Finally, our findings reveal a broader influence of Pio on PPAR*γ*-dependent hepatic expression of nuclear genes encoding mitochondrial proteins than previously recognized. Taken together, these studies provide new insights about the tissue-specific mechanisms by which Pio affects hepatic gene expression and the broad scope of this drug's influence on such regulation.

## 1. Introduction

Pioglitazone (Pio) is a thiazolidinedione (TZD) agonist of the nuclear hormone receptor (NHR) peroxisome proliferator-activated receptor gamma (PPAR*γ*). Pio-bound PPAR*γ* forms a heterodimer with retinoid X receptor (RXR [1]), and the PPAR*γ*-RXR complex interacts with specific peroxisome proliferator response elements (PPREs) in DNA to regulate metabolic and other gene expressions in adipose and other tissues [2]. Pio has beneficial effects on insulin sensitivity and nonalcoholic fatty liver disease (NAFLD) in experimental animal models [3–7], and this drug is approved for treatment of insulin-resistant diabetes in humans [8]. Pio's efficacy in human nonalcoholic steatohepatitis (NASH), which is strongly associated with insulin resistance, was recently investigated in the “**Pi**oglitazone versus **V**itamin **E** versus Placebo for the Treatment of Non-Diabetic Patients with **N**onalcoholic **S**teatohepatitis” (i.e. **PIVENS**) clinical trial [9]. The results showed favorable Pio-induced changes in NASH activity in some study subjects. However, most Pio-treated PIVENS subjects did not exhibit benefit from that treatment. These observations implicate still-unknown genetic and/or environmental factors as modifiers of Pio's physiological effects in mice and humans. Other research has revealed tissue-specific effects of PPAR*γ*, the canonical target of Pio, on NAFLD in experimental models. For example, hepatocellular PPAR*γ* overexpression induces hepatic steatosis [10], while liver-specific PPAR*γ* disruption prevents hepatic fat accumulation in mouse NAFLD models [11–13]. Conversely, muscle- [14] or adipocyte-specific PPAR*γ* deletion promotes hepatic steatosis [15], which is consistent with the idea that PPAR*γ* activity in adipose, and perhaps muscle, mediates much of Pio's efficacy towards NAFLD [16]. Other studies show that hepatic PPAR*γ* expression, though lower than that of hepatic PPAR*α* expression, is nevertheless significantly induced in experimental and human NAFLD [17–19]. Taken together, these considerations raise the interesting possibility that Pio's variable influence on human NAFLD in the PIVENS trial [9] could have resulted at least in part from the effects of genetic or environmental modifiers on hepatic PPAR*γ* expression and/or transcriptional activity.

PPAR*γ*-independent effects of Pio have also been implicated as candidate mediators of Pio's beneficial effects on hepatic steatosis in experimental models. For example, direct effects of this drug on the mitochondrial pyruvate carrier protein (MPC) were recently identified as a possible contributor to Pio's beneficial effects in NAFLD [20, 21]. Indeed, that consideration has stimulated new interest in developing PPAR*γ*-sparing TZDs as novel pharmacological approaches to human NAFLD that avoid TZD-associated side effects. Other studies have identified beneficial effects of both Pio and PPAR*γ* on mitochondrial function in experimental models of NAFLD [22] and other diseases [23]. Although Pio's PPAR*γ*-dependent effects on hepatic expression of specific adipogenic and other genes have been investigated [10, 12, 13, 24], comprehensive assessments of such regulation in general and of hepatic mitochondrial gene expression in particular have not been reported. Moreover, whether genetic or environmental modifiers influence such control remains unknown. The studies reported here address these considerations by testing the hypothesis that diet alters Pio-induced, liver-PPAR*γ*-dependent regulation of hepatic gene expression and comprehensively characterizing such regulation in mice. Our results provide new insights into the tissue-specific mechanisms by which Pio and hepatocellular PPAR*γ* interact to influence hepatic gene expression and have implications for the variable efficacy Pio had in the PIVENS trial.

## 2. Experimental Methods

### 2.1. Mouse Husbandry

Liver-specific PPAR*γ* knockout (KO) mice were generated by breeding PPAR*γ*-loxP mice (The Jackson Laboratory, Bar Harbor, ME) to transgenic Alb-Cre (B6.Cg-Tg (Alb-Cre) 21Mgn/J, The Jackson Laboratory) mice as previously described [25]. Two-month-old male KO or control (i.e., wildtype (WT) C57BL6/J; The Jackson Laboratory) mice were given ad lib access to sterile, irradiated low-fat (S4031, BioServ, Flemington, NJ) or high-fat (S3282, BioServ; 60% kcal from fat) diets, with or without 0.01% (*w*/*w*) pioglitazone hydrochloride (Pio, Sigma-Aldrich, St. Louis, MO) for 3 months (n = 4 − 5 mice/experimental group). Body weight was measured weekly and body composition analyzed at the experimental endpoint by ECHO MRI spectroscopy [26]; after which, mice were euthanized for tissue harvest and analysis. Blood glucose, serum insulin and free fatty acid levels, and liver histology and triglyceride content were determined as previously described [25–27]. All experiments were approved by the Washington University Institutional Animal Care and Use Committee (IACUC), and all animals received humane care in accordance with institutional guidelines and criteria in the “Guide for the Care and Use of Laboratory Animals” (8^th^ edition, 2011, https://grants.nih.gov/grants/olaw/guide-for-the-care-and-use-of-laboratory-animals.pdf).

### 2.2. Hepatic Transcriptomic Analyses (RNA-Seq and RT-qPCR)

Total liver RNA was purified using the Trizol method (Invitrogen, Carlsbad, CA). Libraries were prepared by poly-A selection of 10 *μ*g of liver RNA using Invitrogen mRNA Direct™ kits. mRNA was fragmented for cDNA synthesis, which was done using Invitrogen Superscript III and random hexamers. The cDNAs were end repaired, A-tailed, and ligated to standard Illumina adapters. Libraries were amplified with primers to incorporate a unique index into each sample. RNA-seq reads were aligned to the Ensembl release 76 GRCm38 assembly with STAR version 2.0.4b. Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCount version 1.4.5.

All gene-level counts were then imported into R version 3.4.1, and TMM normalization size factors were calculated to adjust samples for differences in library size with the Bioconductor package EdgeR version 3.20.2. Genes expressed less than 1 count per million in less than 5 samples, and ribosomal genes were excluded from further analysis. The TMM size factors and the matrix of counts were then imported into the R/Bioconductor package Limma version 3.34.4 [28, 29], and weighted likelihoods based on the observed mean-variance relationship of every gene were then calculated for all samples with the voomWithQualityWeights function. Performance of the samples was then assessed with Spearman correlation matrix multidimensional scaling plots and principal component analysis. Gene performance was assessed with plots of residual standard deviation of every gene to their average log-count with a robustly fitted trend line of the residuals. Generalized linear models with robust dispersion estimates were then created to test for gene/transcript level differential expression. Differentially expressed genes and transcripts were then filtered for FDR adjusted *p* values of *q* ≤ 0.05 [30, 31]. To enhance the biological interpretation of the large set of transcripts, the filtered gene lists were interrogated for overrepresentation of Hallmark gene sets using the hypergeometric tests available through the Broad Institute's Molecular Signature Database (http://software.broadinstitute.org/gsea/msigdb/annotate.jsp [32, 33],). Perturbations in expression across these gene sets versus the background gene signals were assessed with the R package Gage version 2.28.0.

Hepatic expression patterns of some of the genes identified as differentially expressed by RNA-Seq were confirmed using real-time semiquantitative RT-PCR (RT-qPCR) analyses as described previously [27] together with the oligonucleotide primers listed in Supplementary Table S1.

### 2.3. RXR Chromatin Immunoprecipitation (ChIP) with High Throughput DNA Sequencing (Seq)

RXR ChIP-Seq was conducted using an approach analogous to the one previously employed for acetyl-histone ChIP-Seq [27, 34]. Briefly, frozen liver was minced, crosslinked in 1% formaldehyde, homogenized, and suspended in nuclear lysis buffer in the presence of protease inhibitors, then centrifuged to recover chromatin, which was sheared in a Bioruptor Sonicator (Diagenode, Denville, NJ) to generate uniform 100-500 base pair (bp) fragments. Equal quantities of chromatin (based on protein content) were immunoprecipitated using a ChIP-grade anti-RXR*α*/*β*/*γ* antibody (sc-774; Santa Cruz Biotechnology, Inc., Beverly, MA) previously validated and used in RXR ChIP-Seq studies of liver tissue [35, 36]. The studies reported here adhered to the guidelines and practices recommended for analyses and quality control of ChIP-Seq data by the Encyclopedia of DNA elements (i.e., ENCODE and modENCODE) consortia guidelines [37]. These include recommendations to validate the specificity of the ChIP target transcription factor antibody by immunoblot (Supplementary Figure S1) and to assess each replicate of immunoprecipitated chromatin for quality metrics including NSC, RSC, Qtag score, and Irreproducible Discovery Rate (IDR) data. As described in Supplementary Materials, assessment of those metrics here met ENCODE guidelines' criteria (as described in detail in the Supporting Information). Of note, the replicate livers studied here came from separate animals as opposed to the independent cell cultures, embryo pools, or tissue sampling that account for most substrates of the ENCODE experiments. Based on that, we anticipated the possibility of increased variability when considering experimental design, which prompted us to use liver samples from each of 5 mouse replicates per group, retain all replicates for these analyses, and apply the additional stringencies to data analysis described below.

Immunoprecipitated DNAs and corresponding input samples were submitted to the WU GTAC for blunt ending, adaptor ligation, size selection, and amplification according to established protocols and as previously described [27, 34]. Libraries were sequenced using the Illumina HiSeq-3000 as single 50 bp reads. Raw data were demultiplexed and aligned to the most recent mouse reference genome assembly (i.e., mm10) using Novoalign (Novocraft; Selangor, Malaysia). Sequence peaks were identified by comparing data from the anti-RXR antibody immunoprecipitated samples to corresponding inputs for each replicate using MACS2 [38]. Peaks were associated to genes using Peak Annotation and VISualization (PAVIS) software [39]. Significant differences in gene-associated peak sequence abundances between experimental groups were determined using DiffBind, an open source Bioconductor package that utilizes edgeR software for statistical analysis of replicated sequence count data [30, 31]. These analyses used a Benjamini and Hochberg false discovery rate (FDR) threshold of *q* < 0.05 [40, 41]. We also applied the following additional stringencies: (i) ≥2-fold change in RXR liver-DNA binding between experimental groups as defined by DiffBind and (ii) identification of the gene-associated RXR-bound peak by MACS in at least 3 (out of the 4-5) replicates in each experimental group with increased binding. Gene set overrepresentation analysis was conducted on genes differentially bound by RXR using the approach described for RNA-Seq data analyses.

Efforts to conduct PPAR*γ* ChIP-Seq analyses on these liver samples were also attempted here, but those efforts were unsuccessful based on inability to identify a PPAR*γ* antibody meeting the ENCODE guidelines when tested on mouse liver (as summarized above and described in detail in the Supporting Information; S. Kulkarni, J. Huang, and D.A. Rudnick, unpublished observations). Therefore, in order to assess the liver PPAR*γ*-dependence of RXR liver DNA binding in the samples studied here, RXR-ChIP-Seq studies were conducted on livers from WT and liver-specific PPAR*γ* KO mice and the result compared.

### 2.4. Venn Diagram Analyses and Binding and Expression Target Analysis (BETA)

Interactivenn [42]) was used to determine and illustrate overlaps between genes identified as differentially expressed or differentially RXR-bound between groups. RXR ChIP-Seq and RNA-Seq datasets were also compared using “Binding and Expression Target Analysis” (BETA) software [43]. BETA is a publicly available software package that integrates ChIP- and RNA-Seq data to infer the function of a cis-acting regulator (in this case RXR-DNA binding as defined by ChIP-Seq data) on gene-specific patterns of expression (as defined by RNA-Seq data). Here, RXR-ChIP-Seq-defined peaks identified as differentially RXR-bound between groups (*q* < 0.05) were entered into the BETA algorithm (as a bed file using the format: chromosome number, chromosome start locus, and chromosome end locus). Differential gene expression data, extracted from the RNA-Seq data analysis, was provided to the software (as a tab-delimited text file using the format: gene ID, expression change, and FDR). The BETA algorithm assigned a rank and rank-product to each gene, with higher ranks and lower rank-products corresponding to genes whose change in expression is more likely to be regulated by the transcription factor-DNA binding event. Inferences about the effects of Pio, hepatic PPAR*γ* expression, and HFD exposure on RXR-dependent liver gene expression were made based on comparisons between experimental groups.

### 2.5. Statistical Analysis

ChIP- and RNA-Seq datasets were analyzed as described above. All other data were analyzed using SigmaPlot 13.0 (Systat Software Inc., San Jose, CA). Numerical data comparisons between groups were made using unpaired two-tailed Student's *t*-test for pair-wise comparisons and ANOVA for multiple groups. Secondary post hoc comparisons were conducted using Holm-Sidak for normally distributed data or Tukey for data that was not normally distributed. Chi-squared analysis was used to compare rates and proportions between groups. Significance (alpha) was set at 0.05. Data are reported as mean ± standard error.

## 3. Results

### 3.1. Pio Has Distinct Effects on Mouse Metabolism in WT versus Liver-Specific PPAR*γ* KO Mice Given Control versus HFD

Unsupplemented- or Pio-supplemented-control (i.e., “control” or “Pio”) or high-fat (i.e., “HFD” or “HFD-Pio”) diets were given to male WT and liver-specific PPAR*γ* KO mice from age 2 to 5 months. Initial body weights were comparable between treatment groups (i.e., ±Pio, ±HFD) but significantly greater in 2-month-old WT versus age-matched KO mice (Supplementary Figure S2). By the experimental endpoint, 5-month-old WT mice exposed to Pio, HFD, or HFD-Pio showed significantly greater weight gain and body fat mass fractions compared to controls (Figures 1(a)–1(d)). In contrast, KO mice displayed only limited changes in weight and no change in percent body fat mass in response to either intervention. Consistent with those findings, lean mass, fat mass, and percent fat mass were also significantly higher in HFD and HFD-Pio-treated WT mice compared to the corresponding KOs. Nonfasting a.m. serum insulin and blood glucose levels were comparable across all experimental groups (Figures 1(e)–1(f)). HFD-exposed WT mice displayed increased serum-free fatty acids (FFA's) compared to control and Pio-treated WT mice, while control and Pio-treated KO mice exhibited increased serum FFA's compared to the corresponding WT animals (Figure 1(g)). Finally, the effects of both Pio and diet on liver triglyceride content and hepatic steatosis varied depending on hepatocellular PPAR*γ* expression: Pio increased liver fat content in WT mice on control diet but decreased these measures in the corresponding KO mice, and HFD-exposed KO mice displayed reduced liver triglycerides and less hepatic steatosis than the corresponding WT mice (Figures 1(h) and 2). Taken together, these data reveal distinct hepatic and systemic metabolic responses to Pio in the absence versus the presence of HFD and define the hepatocellular PPAR*γ* dependence of those effects.

### 3.2. Diet Modifies Some of the Effects of Pio on Hepatic Gene Expression

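Liver RNA from 40 male mice, 8 groups of 5, was sequenced after poly-A selection. Wild-type (WT) and liver-specific PPARγ knockout (KO) mice each received control diet, control diet with pioglitazone (Pio), HFD or HFD with Pio (HFD-Pio). Pio, a thiazolidinedione that activates PPARγ, made up 0.01% of the supplemented diets, fat supplied 60% of the calories of the HFD, and feeding lasted 3 months from an age of 2 months. The authors aligned the reads to GRCm38 with STAR, and Subread featureCounts counted the reads that aligned uniquely to 1 gene. The deposited values are these counts, without normalization. The 20 WT and the 20 KO mice have separate tables, so genotype and table cannot be told apart. For that reason no test of expression compared WT with KO mice directly, and only the effects of Pio within each genotype were compared between genotypes. The exception is KO Pio mouse 13, which was set against WT mice to check its label. Mice carry the numbers that the authors gave them. Of the 40594 genes in both tables, 355 rRNA genes were removed (0.0617% to 1.46% of a library's counts). Before this removal, WT libraries held 15789401 to 49860981 counts (median 23084681) and KO libraries 21542958 to 28334251 (median 24703923). The lowest group median was 18061374 in WT HFD mice and the highest was 27683726 in WT control mice. The 12942 genes with at least 1 CPM in at least 5 mice were tested in 1 model of the 8 groups with edgeR's TMM normalization and quasi-likelihood test, and p values were adjusted by the Benjamini-Hochberg method. A gene is called here when its adjusted p is at most 0.05. Group values are TMM-normalized CPM, given as mean ± SD (n = 5 mice), and errors of log2 fold changes are standard errors. The exact permutation test of 5 mice against 5 was two-sided and cannot give a p below 0.00794. Counts of called genes, list tests and log2 fold changes of named genes were computed again with each of the 40 mice left out in turn, and the separation of groups with each of the 20 mice of its genotype. Counts and tests assume that 1 read is 1 observation, so their errors cover the spread between mice and counting error only.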

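Pparg (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399 of GRCm38) had 8.59 ± 2.05 CPM in WT control, 12.4 ± 1.24 in WT Pio, 11.3 ± 1.44 in WT HFD and 10.4 ± 1.92 in WT HFD-Pio mice. The values in KO mice were 7.36 ± 2.44, 4.60 ± 1.28, 6.29 ± 1.97 and 7.27 ± 1.79 CPM in the same order. Single WT mice ranged from 5.79 to 14.2 CPM and single KO mice from 3.01 to 9.90 CPM. A gene's count includes the exons outside the deleted part, the annotated gene Gm44079 overlaps Pparg, and cells other than hepatocytes keep the gene, so these totals do not measure the deletion. Pparg was not called for Pio in WT mice on control diet (log2 fold change 0.53, standard error 0.23, adjusted p = 0.199 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although every WT Pio mouse lay above every WT control mouse (exact permutation test, p = 0.00794). The authors' method, limma with sample weights, called it with a log2 fold change of 0.85. On HFD its log2 fold change in WT mice was -0.11 (adjusted p = 0.860 from the same test), and it changed sign without WT HFD-Pio mouse 840 (0.0038). The log2 fold change in KO mice on control diet was -0.68 (adjusted p = 0.0558 from the same test). There Pparg was called by DESeq2 (-0.67), by limma with sample weights (-0.76), without KO control mouse 3 (-0.84), without KO HFD mouse 9 (-0.67) and without KO Pio mouse 12 (-0.84). The Pio effects on Pparg in KO and WT mice on control diet differed by -1.21 (adjusted p = 0.0219 from the same test of the interaction), a call kept in all 40 leave-one-out fits (-1.37 to -1.07), although neither effect was called alone.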

Next, Pio's influence on genome-wide patterns of hepatic gene expression in WT mice on control or HFD was determined, with those results compared to corresponding analyses of the liver-specific PPAR*γ* KO mice. First, to establish the validity of this approach, these transcriptomic data were first inspected for patterns of Pio-induced, PPAR*γ*-dependent changes in hepatic expression of canonical adipogenic and lipogenic genes whose PPAR*γ*-regulated hepatic expression has previously been reported [10, 12, 13, 24]. Consistent with such published data, the transcriptomic data reported here show Pio-induced hepatic expression of Caveolin 1 (*Cav1*), *Cd36*, Complement factor D (*Cfd*, also known as Adipsin), *Cidec* (also known as *Fsp27*), *Fabp4* (also known as *Ap2*), *Mogat1*, and *Plin4* (also known as *S3-12*) in WT but not KO mice on control diet (Figure 3(a)). 

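All 7 exemplar genes were called as higher with Pio in WT mice on control diet. Limma without sample weights, chosen after the data were seen, called 6 of the 7. The adjusted p of Cav1 was 0.0545 there (0.00300 to 0.0765 over its alternatives). Cav1 (ENSMUSG00000007655, chromosome 6, 17306335 to 17341452) rose from 2.20 ± 0.626 to 5.65 ± 3.23 CPM, a log2 fold change of 1.36 (standard error 0.35, adjusted p = 0.0221 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 of the 5 WT Pio mice lay above every WT control mouse (exact permutation test, p = 0.0238). The call of Cav1 was lost without WT control mouse 831 (1.23), WT control mouse 833 (1.29), WT Pio mouse 841 (1.10) or WT Pio mouse 844 (1.14). The other 6 genes separated the 5 WT Pio from the 5 WT control mice completely (exact permutation test, p = 0.00794, the smallest that 5 against 5 allow). Cd36 (ENSMUSG00000002944, chromosome 5, 17781690 to 17888801) rose from 40.9 ± 20.0 to 141 ± 31.9 CPM, or 1.78 on the log2 scale (standard error 0.38, adjusted p = 0.00528 from the same test). For Cfd (ENSMUSG00000061780, chromosome 10, 79890853 to 79892655) the change was from 1.73 ± 1.27 to 208 ± 145 CPM, or 6.88 (standard error 0.87, adjusted p = 2.43e-06 from the same test). Cidec (ENSMUSG00000030278, chromosome 6, 113424634 to 113435760) went from 15.4 ± 16.2 to 90.7 ± 22.8 CPM, or 2.56 (standard error 0.39, adjusted p = 6.76e-05 from the same test). Fabp4 (ENSMUSG00000062515, chromosome 3, 10204088 to 10208576) went from 8.87 ± 2.15 to 85.8 ± 64.7 CPM, or 3.27 (standard error 0.61, adjusted p = 0.00121 from the same test). For Mogat1 (ENSMUSG00000012187, chromosome 1, 78510991 to 78538173) the means were 0.761 ± 0.519 and 4.00 ± 1.02 CPM, or 2.37 (standard error 0.45, adjusted p = 0.00142 from the same test). Plin4 (ENSMUSG00000002831, chromosome 17, 56100591 to 56109803) rose from 19.0 ± 2.703 to 85.2 ± 20.7 CPM, or 2.16 (standard error 0.29, adjusted p = 6.76e-06 from the same test). The annotation places Gm15581 over Cav1, BC035947 over Mogat1 and Hdgfl2 over Plin4. Of the 7 genes, 6 also passed an adjusted p of 0.01, and Cav1 did not. Of the 7 genes, 0 were called in KO mice on control diet by edgeR, DESeq2 or limma with or without sample weights, and 1, Plin4, had an unadjusted p under 0.05 in edgeR. Log2 fold changes there ran from -0.69 for Plin4 (adjusted p = 0.108 from the same test) and -0.69 for Mogat1 (0.493) to 0.63 for Fabp4 (0.481). Plin4 was called as lower without KO Pio mouse 12 (-0.88). Cav1 fell by 0.48, and every KO Pio mouse lay below every KO control mouse (exact permutation test, p = 0.00794), although its adjusted p was 0.379 in the same edgeR test. Cfd (-0.22), Cd36 (-0.17) and Cidec (-0.015) lay closest to 0, and each of them and Fabp4 changed sign under at least 1 leave-one-out fit. Without KO control mouse 5 the value of Cd36 was 0.30, and without KO Pio mouse 13 it was 0.088. Fabp4 fell by 0.20 without KO Pio mouse 12. For Cfd the values were 0.023 without KO control mouse 1, 0.30 without KO control mouse 2, 0.047 without KO Pio mouse 11 and 0.039 without KO Pio mouse 14, and for Cidec 0.014 without WT control mouse 832, 0.0078 without KO control mouse 4, 0.20 without KO control mouse 5, 0.066 without KO Pio mouse 11, 0.061 without KO Pio mouse 14 and 0.078 without KO Pio mouse 15. The difference between the Pio effects in KO and WT mice was called for all 7 genes. It was -1.84 for Cav1 (adjusted p = 0.0224), -1.96 for Cd36 (0.0233), -7.11 for Cfd (0.00108), -2.57 for Cidec (0.00540), -2.65 for Fabp4 (0.0397), -3.06 for Mogat1 (0.0174) and -2.86 for Plin4 (0.000150), each from the same test of the interaction in edgeR. The call of Cd36 was lost without WT Pio mouse 845 (-1.80) or KO control mouse 5 (-1.48), and that of Mogat1 without KO control mouse 2 (-2.62). The call of Fabp4 was lost without a filter on low counts (-2.64) and without any 1 of 9 mice, with values of -2.56 without any 1 of WT control mice 831 and 835, -2.65 without WT control mouse 832, -2.67 without WT control mouse 833, -2.10 without WT Pio mouse 845, -2.69 without KO control mouse 1, -2.51 without KO control mouse 2, -2.46 without KO control mouse 5 and -2.37 without KO Pio mouse 13.

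**Figure D1:**
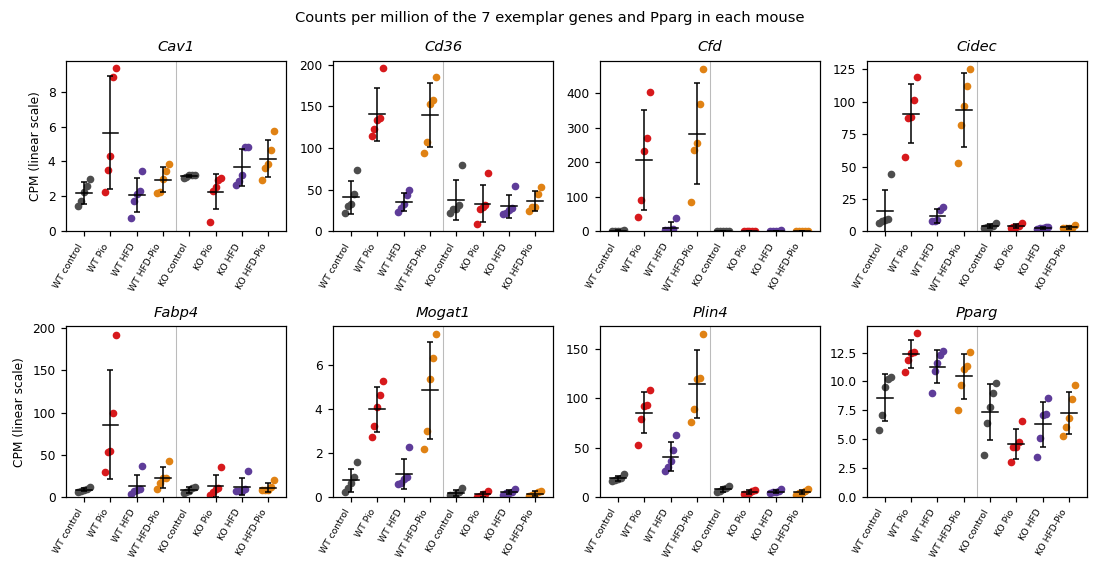
TMM-normalized CPM of the 7 exemplar genes and Pparg in each mouse, by group (5 mice per group). Points are single mice and bars are means ± SD. Mean Cd36 is 141 CPM in WT Pio and 140 CPM in WT HFD-Pio mice, and 30.2 to 37.5 CPM in the 4 KO groups.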

Further analyses also showed that Pio induces *Cd36*, *Cfd*, *Cidec*, *Mogat1*, and *Plin4* but not *Cav1* or *Fabp4* in WT mice on the HFD. 

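On HFD, 5 of the 7 exemplar genes were called as higher with Pio in WT mice, and none of the fits that left out 1 mouse changed a call of any of the 7. Cd36 rose from 35.5 ± 11.1 to 140 ± 38.0 CPM, a log2 fold change of 1.98 (standard error 0.39, adjusted p = 0.00509 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cfd rose from 11.2 ± 14.9 to 283 ± 146 CPM, or 4.67 (standard error 0.77, adjusted p = 0.000639 from the same test). Cidec rose from 11.7 ± 5.21 to 93.7 ± 28.3 CPM, or 3.00 (standard error 0.40, adjusted p = 1.43e-05 from the same test), and Plin4 from 40.8 ± 14.5 to 114 ± 34.1 CPM, or 1.48 (standard error 0.28, adjusted p = 0.00358 from the same test). In each of these 4 genes, every WT HFD-Pio mouse lay above every WT HFD mouse (exact permutation test, p = 0.00794). Mogat1 went from 1.05 ± 0.696 to 4.85 ± 2.20 CPM, or 2.20 (standard error 0.45, adjusted p = 0.00752 from the same edgeR test), and 4 of the 5 WT HFD-Pio mice lay above every WT HFD mouse (exact permutation test, p = 0.0159). Cav1 had 2.10 ± 0.984 CPM without and 2.97 ± 0.722 CPM with Pio, or 0.50 (standard error 0.36, adjusted p = 0.533 from the same edgeR test). Fabp4 had 13.0 ± 13.7 and 23.1 ± 12.5 CPM, or 0.84 (standard error 0.57, adjusted p = 0.497 from the same edgeR test). For these 2 genes the difference was within the spread between mice (exact permutation tests, p = 0.143 for Cav1 and 0.111 for Fabp4).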

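In KO mice on HFD, 0 of Cav1, Cd36, Cfd, Cidec, Fabp4, Mogat1 and Plin4 were called by edgeR, DESeq2 or limma with or without sample weights, and 1, Cfd, had an unadjusted p under 0.05 in edgeR. Mean Cfd was 1.11 ± 1.03 CPM in KO HFD and 0.116 ± 0.109 CPM in KO HFD-Pio mice, a log2 fold change of -3.16 (adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation test, p = 0.0238). At this depth both means are near the lower limit of what was tested. The log2 fold changes of the other 6 genes lay between -0.48 for Mogat1 and 0.27 for Cd36, with 0.18 for Cav1, 0.19 for Cidec, -0.11 for Fabp4 and -0.13 for Plin4. Cidec fell by 0.067 without KO HFD-Pio mouse 20, Fabp4 was 0.55 without KO HFD mouse 9, and Plin4 was 0.021 without KO HFD mouse 9 and 0.054 without KO HFD-Pio mouse 19. The Pio effect differed between KO and WT mice on HFD for Cfd (-7.82, adjusted p = 0.00212) and Cidec (-2.81, adjusted p = 0.0162), both from the same test of the interaction in edgeR. The call of Cidec was lost in 5 of the leave-one-out fits, which gave -2.68 without WT HFD mouse 826, -2.71 without WT HFD mouse 828, -2.73 without WT HFD mouse 830, -2.697 without WT HFD-Pio mouse 837 and -2.72 without KO HFD-Pio mouse 19. The difference was not called for Plin4 (-1.61, adjusted p = 0.177), Mogat1 (-2.68, 0.371), Cd36 (-1.71, 0.484), Fabp4 (-0.95, 0.922) or Cav1 (-0.31, 0.959) in that test. Cd36, Mogat1 and Plin4 were called as well by limma with sample weights, with differences of -1.56, -3.43 and -1.84.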

As for mice on the control diet, Pio also had no significant effects on expression of these genes in HFD-treated KO mice (Figure 3(b)). Finally, to further validate our transcriptomic data, the RNA-Seq based results depicted in Figure 3 were compared to RT-qPCR based analyses of differential expression between groups in these exemplar genes, with the results of the latter studies (Supplementary Figure S3) highly concordant with those of the former (Figure 3). These data are consistent with previously published analyses of PPAR*γ*-dependent hepatic transcriptional effects, and they implicate diet as a specific modifier of those effects.

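In WT mice the difference between the Pio effects on HFD and on control diet was tested directly as an interaction. It was called for 0 of the 7 exemplar genes by edgeR, DESeq2 or limma with or without sample weights, and 2 genes had an unadjusted p under 0.05 in edgeR. These were Fabp4, with a difference of -2.43 on the log2 scale (adjusted p = 0.185 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Cfd, with -2.22 (adjusted p = 0.351 from the same test). For Cav1 the difference was -0.86 (adjusted p = 0.5002), for Plin4 -0.68 (0.492), for Cidec 0.44 (0.802), for Cd36 0.20 (0.931) and for Mogat1 -0.17 (0.951), all from the same test in edgeR. Limma with sample weights gave Cidec -0.12 and Cd36 -0.17. Without WT control mouse 832, Cidec was -0.49 and Cd36 was -0.13. Mogat1 was 0.33 without WT HFD mouse 829, 0.091 without WT control mouse 834 and 0.036 without WT HFD-Pio mouse 840. Cav1 and Fabp4 were thus called on control diet only, without a called difference between the diets. From the genes induced by Pio on each diet and in each genotype, the paper proposes that these effects depend on PPARγ and that diet modifies them.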

Next, these transcriptomic data were subjected to principle component analysis (PCA). 

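The 4 groups of WT mice were compared by a permutational analysis of variance on Euclidean distances of log2 CPM (prior count 2) over the 12942 genes tested. Group accounted for 34.4% of the variance among the 20 WT mice (permutation test, 100000 permutations, p = 1e-05, the smallest they can give), where random groups of this size account for 15.8% on average. The share moved most when only the genes called in any of the 4 WT comparisons were used (67.1%), a selection that favours separation. With the 500 most variable genes it was 46.7%, and with each WT mouse left out it stayed between 33.8% and 37.6%. The first 2 principal components held 20.5% and 19.3% of the variance. The mean silhouette width was 0.073, and it was negative in 8 of the 20 mice, which lay on average nearer to mice of another group than to their own.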

The results showed excellent segregation of replicates of WT mice by exposure to drug (±Pio) and diet (±HFD) (Figure 4(a)). In contrast, the corresponding KO replicates showed poor separation (Figure 4(b)). Similarly, heat map analyses of Pio-induced changes in hepatic gene expression also showed more faithful segregation of the WT versus the KO experimental replicates (Figures 4(c) and 4(d)). 

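Among the 20 KO mice, group accounted for 20.4% of the variance (permutation test, p = 0.00123), against the same 15.8% for random groups. The mean silhouette width was -0.081, negative in 11 of the 20 mice. KO Pio mice 11, 12, 14 and 15 had the lowest widths (-0.47 to -0.32). Their distances within the group include that to KO Pio mouse 13, and no width was computed without it. The first principal component held 56.9% of the variance and the other axis of the plane 12.7%. KO Pio mouse 13 lay at 187 on the first component and the nearest of the other KO Pio mice at -0.88. With each KO mouse left out in turn, the share stayed between 20.0% and 24.9%. It was 24.9% without mouse 13 (permutation test, p = 0.00720), and the largest p was 0.0440 without KO control mouse 4. Distances from Spearman correlations gave 19.3%, and the genes called in KO mice 31.7%. No test of the difference between the shares of WT and KO mice was made.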

Consistent with the exemplar gene expression data in Figure 3, Venn diagram analyses of patterns of overlap in these data identified subsets of genes whose Pio-induced hepatic expression is concordantly regulated in WT mice on control or HFD, and others whose Pio-induced regulation is altered by HFD (Figure 4(e)). This analysis also revealed a lack of concordance between the hepatic transcriptional effects of Pio in KO mice on control versus HFD and, furthermore, that Pio has no significant effects on hepatic gene expression in KO mice on HFD (Figure 4(f)). 

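Pio changed 506 genes in WT mice on control diet, 316 higher and 190 lower, and 140 genes on HFD, 78 higher and 62 lower (edgeR, with 2314 and 2020 genes at an unadjusted p under 0.05). The count on control diet moved most under limma with sample weights and that on HFD without KO Pio mouse 13. The authors' limma with sample weights called 3095 genes on control diet (1515 higher, 1580 lower) and 1087 on HFD (467 higher, 620 lower), DESeq2 813 and 360, and limma without sample weights, chosen after the data were seen, 463 and 124. Of single mice, KO Pio mouse 13 moved both counts most, to 2011 and 1504, although it is in neither pair of groups, because the spread is estimated over all 8 groups. With the WT mice fitted alone the counts were 927 and 139. On control diet the count was also 313 without WT Pio mouse 842 and 212 without WT Pio mouse 845. On HFD it was 78 without WT HFD mouse 828, 61 without WT HFD mouse 829, 54 without WT HFD-Pio mouse 836, 39 without WT HFD-Pio mouse 837, 65 without WT HFD-Pio mouse 839. In 975 genes on control diet (7.53%) and 921 on HFD (7.12%) the 5 mice with Pio did not overlap the 5 without, where chance gives 0.794%. The 2 diets shared 50 called genes, 47 higher on both, 2 lower on both and 1 in opposite directions, with 456 genes called on control diet only and 90 on HFD only. In the same direction on both diets, limma with sample weights called 294 genes, against 49 in edgeR, and in edgeR the number was 31 without WT HFD-Pio mouse 836, 28 without WT HFD-Pio mouse 837 and 300 without KO Pio mouse 13. Of the 506 genes called on control diet, 375 (74.1%) had the same sign on HFD, and of the 140 called on HFD, 105 (75.0%) had the same sign on control diet. The genes called as higher on control diet had a median log2 fold change of 1.03 there and 0.33 on HFD, a comparison that favours the diet on which they were selected. Across the 12942 genes, which are not independent replicates, the log2 fold changes on the 2 diets had a Spearman correlation of 0.21. Among called genes with a mean of at least 5 CPM whose 2 groups did not overlap, the largest increases on control diet were those of Cidea (ENSMUSG00000024526, chromosome 18, 67343604 to 67367785, log2 fold change 7.89, standard error 0.60, adjusted p = 2.67e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Cfd and Mup9 (ENSMUSG00000078686, chromosome 4, 60418046 to 60421952, with 4.73, adjusted p = 0.000222 from the same test). Mup9 belongs to a family of close paralogs, between which reads are hard to assign. The largest decreases were those of Fgf21 (ENSMUSG00000030827, chromosome 7, 45613886 to 45615490, with -3.01, adjusted p = 0.00101 from the same test), Dusp8 (ENSMUSG00000037887, chromosome 7, 142079490 to 142095843; -2.62, 0.0152) and Tnfrsf12a (ENSMUSG00000023905, chromosome 17, 23675445 to 23677468; -2.27, 0.00110). The call of Dusp8 was lost under limma with sample weights (-1.24), without WT control mouse 832 (-1.84) and without WT Pio mouse 845 (-2.58). On HFD the largest increases were those of Cidea (6.10, adjusted p = 3.72e-09 from the same test), Cfd and Gprc5b (ENSMUSG00000008734, chromosome 7, 118972047 to 118995211, with 4.55, adjusted p = 3.72e-09). The largest decreases were those of Selenow (ENSMUSG00000041571, chromosome 7, 15917208 to 15922402, with -1.44, adjusted p = 0.00637 from the same test), Pcgf2 (ENSMUSG00000018537, chromosome 11, 97688823 to 97700497; -1.34, 0.0434) and Col27a1 (ENSMUSG00000045672, chromosome 4, 63214004 to 63334991; -1.32, 0.0491). The call of Selenow was lost without WT HFD mouse 829 (-0.97) and with the WT mice fitted alone. The call of Pcgf2 was lost without any 1 of 20 mice (-1.44 to -1.08) and that of Col27a1 without any 1 of 30 (-1.43 to -0.99). Neither was called without a filter on low counts or with a filter at 1 CPM in 20 mice.

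**Figure D2:**
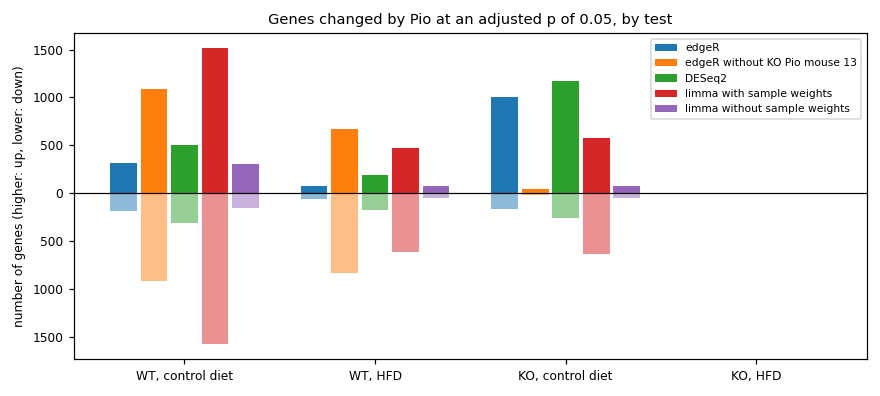
Number of genes called for Pio in WT and KO mice on each diet, by test (5 mice per group). Bars upward are genes higher with Pio and bars downward genes lower. In KO mice on control diet, edgeR called 1166 genes with all mice and 66 without KO Pio mouse 13.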

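In KO mice on control diet Pio changed 1166 genes in edgeR, 1003 higher and 163 lower, with 3577 genes at an unadjusted p under 0.05. This count rests on KO Pio mouse 13, without which it was 66. Other mice also moved it, to 214 without KO control mouse 1, 387 without KO control mouse 2, 333 without KO control mouse 3, 221 without KO control mouse 4, 613 without KO control mouse 5, 2282 without KO Pio mouse 11, 1998 without KO Pio mouse 12, 2315 without KO Pio mouse 14 and 2075 without KO Pio mouse 15. DESeq2 called 1427 genes, limma with sample weights 1216 (578 higher and 638 lower) and limma without sample weights 124. With only the KO mice fitted, or only the 2 groups compared, edgeR called 0 genes. In 479 genes (3.70%) the 5 KO Pio mice did not overlap the 5 KO control mice. The largest increases and decreases named next were ranked among those of these genes that were called with a mean of at least 5 CPM. The largest increases were those of Id3 (ENSMUSG00000007872, chromosome 4, 136143497 to 136145755, log2 fold change 3.04, adjusted p = 0.00498 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Bbc3 (ENSMUSG00000002083, chromosome 7, 16308393 to 16318205; 2.59, 0.00524) and Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273; 2.59, 0.00641). The largest decreases were those of Noct (ENSMUSG00000023087, chromosome 3, 51224447 to 51251644, with -1.79, adjusted p = 0.00848 from the same test), the antisense transcript Gm15638 (ENSMUSG00000085826, chromosome 16, 45945606 to 45971370; -1.49, 0.00840) and Muc6 (ENSMUSG00000048191, chromosome 7, 141633456 to 141655319; -1.30, 0.0157). The call of Muc6 was lost without KO Pio mouse 13 (-1.002), and none of the 6 was called with the KO mice fitted alone or with only the 2 groups compared. DESeq2 gave Id3 no adjusted p. On HFD, edgeR called 2 genes in KO mice, both lower with Pio, and 134 genes had an unadjusted p under 0.05. They are named here because of that count, after their values were seen. Elane had a log2 fold change of -5.54 at a mean of 1.04 CPM, and Orm2 -5.64 at 86.2 CPM (adjusted p = 0.049 for both from the same test). Without KO HFD mouse 9 these were -1.84 and -1.41. DESeq2 called 8 genes on HFD, and limma with or without sample weights, edgeR without a filter on low counts and edgeR with a filter at 1 CPM in 20 mice called 0. Leaving out any 1 of 36 mice brought the count to 0, leaving out KO HFD mouse 6 brought it to 5, and it was 3 without KO HFD mouse 7 and 2 without KO HFD mouse 8 or 10. Completely separated genes numbered 79 (0.610%), fewer than the share that chance gives. In edgeR 0 genes were called on both diets in KO mice, and in DESeq2 and both limma fits 0 were called in the same direction on both. Of the 1166 genes called on control diet, 744 (63.8%) had the same sign on HFD.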

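HFD changed 170 genes in WT mice without Pio, 77 higher and 93 lower, and 158 genes in WT mice with Pio, 33 higher and 125 lower (edgeR, with 1710 and 1837 genes at an unadjusted p under 0.05). Of these, 33 genes were called with and without Pio, 137 without Pio only and 125 with Pio only. Limma with sample weights called 327 genes without Pio (198 higher and 129 lower) and 2937 with Pio (1524 higher and 1413 lower), the largest change with Pio. With only the 2 groups compared the counts were 32 and 479, and with the WT mice fitted alone 340 and 202. DESeq2 called 376 and 380, and limma without sample weights 107 and 130. Without Pio the count was 58 without WT HFD mouse 828, 90 without WT HFD mouse 829, 365 without WT control mouse 831, 93 without WT control mouse 832, 105 without WT control mouse 833 and 849 without KO Pio mouse 13. With Pio it was 247 without WT control mouse 832, 83 without WT HFD-Pio mouse 836, 99 without WT HFD-Pio mouse 837, 61 without WT HFD-Pio mouse 838, 78 without WT HFD-Pio mouse 839, 52 without WT HFD-Pio mouse 840, 628 without WT Pio mouse 841, 65 without WT Pio mouse 843, 48 without WT Pio mouse 845 and 1123 without KO Pio mouse 13. The groups did not overlap in 395 genes without Pio (3.05%) and in 840 genes with Pio (6.49%), where chance gives 0.794%. The largest changes below were ranked among those of these genes that were called with a mean of at least 5 CPM. Without Pio, the largest increases were those of Slc17a8 (ENSMUSG00000019935, chromosome 10, 89574020 to 89621253, log2 fold change 2.57, standard error 0.44, adjusted p = 0.00110 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Pcp4l1 (ENSMUSG00000038370, chromosome 1, 171173262 to 171196268; 2.44, 0.00600) and Cyp7a1 (ENSMUSG00000028240, chromosome 4, 6265612 to 6275633; 2.27, 0.00249). The largest decreases under these limits were those of Pnpla3 (ENSMUSG00000041653, chromosome 15, 84167837 to 84187236, with -4.60, adjusted p = 0.000445 from the same test), Chrna4 (ENSMUSG00000027577, chromosome 2, 181018380 to 181043546; -4.32, 0.00591, not called by limma with sample weights) and Acacb (ENSMUSG00000042010, chromosome 5, 114146535 to 114250761; -2.86, 0.000445). With Pio, the largest increases were those of Csad (ENSMUSG00000023044, chromosome 15, 102176999 to 102204724, with 1.23, adjusted p = 0.0449 from the same test), Setd4 (ENSMUSG00000022948, chromosome 16, 93583457 to 93604063; 1.11, 0.0355) and Crot (ENSMUSG00000003623, chromosome 5, 8966033 to 8997324; 1.05, 0.0229), whose calls were lost without any 1 of 13, 7 and 5 mice. The largest decreases were those of Chrna4 (-4.51, adjusted p = 0.00312 from the same test), Pnpla3 (-4.24, 0.000742) and Fabp5 (ENSMUSG00000027533, chromosome 3, 10012548 to 10016607; -3.82, 0.00310).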

The results of the converse analyses, comparing the influence of diet on mice with or without Pio exposure, provide further support for the modifying influence of diet on Pio-induced changes in hepatic gene expression (Figures 4(g) and 4(h)). 

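The difference between the Pio effects on HFD and on control diet was called for 10 genes in WT mice, all with a smaller or negative effect on HFD, and 1564 genes had an unadjusted p under 0.05 (edgeR). Limma with sample weights called 1378 genes (678 higher and 700 lower), DESeq2 127 (28 higher and 99 lower) and limma without sample weights 0. Without a filter on low counts the number was 0, without ribosomal protein genes 2 and with the WT mice fitted alone 1. It was 0 without any 1 of WT HFD mice 826 and 827, 5 without WT HFD mouse 828, 25 without WT HFD mouse 829, 29 without WT control mouse 831, 0 without any 1 of WT control mice 832, 834 and 835, 0 without any 1 of WT HFD-Pio mice 836, 837, 838, 839 and 840, 252 without WT Pio mouse 841, 0 without any 1 of WT Pio mice 842 and 845, 3 without WT Pio mouse 843, 2 without any 1 of KO control mice 1, 2, 3 and 5, 2 without any 1 of KO HFD mice 6, 7, 8 and 10, 3 without KO HFD mouse 9, 2 without any 1 of KO Pio mice 11, 14 and 15, 668 without KO Pio mouse 13 and 2 without any 1 of KO HFD-Pio mice 16, 17, 18, 19 and 20. Of the called genes with a mean of at least 5 CPM, the 3 with the largest differences were Cyp7a1 (-3.09, standard error 0.58, adjusted p = 0.0310 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Anp32b (ENSMUSG00000028333, chromosome 4, 46450902 to 46472657; -1.81, 0.0310) and R3hcc1 (ENSMUSG00000034194, chromosome 14, 69697307 to 69707584; -1.40, 0.0487). None of the 3 was called by limma without sample weights or without a filter on low counts. Cyp7a1 lost its call without any 1 of 12 mice (-3.36 to -2.86 over all 40), Anp32b without any 1 of 12 (-1.97 to -1.30) and R3hcc1 without any 1 of 31 (-1.53 to -1.24). In KO mice 0 genes were called for this difference by edgeR, with 1562 genes at an unadjusted p under 0.05. DESeq2 and limma without sample weights also called 0 there, and limma with sample weights 52. The Pio effect differed between KO and WT mice in 1018 genes on control diet, 696 higher and 322 lower in KO mice, and in 12 genes on HFD, all lower (edgeR, with 3515 and 768 genes at an unadjusted p under 0.05). Limma with sample weights called 1998 (991 higher and 1007 lower) and 354 genes (189 and 165), DESeq2 1392 (911 and 481) and 26 (1 and 25), and limma without sample weights 483 (201 and 282) and 11 (all lower). Without KO Pio mouse 13 the counts were 738 (333 and 405) and 21 (3 and 18), so the excess of higher genes depends on this mouse and on the test. On control diet the count was also 545 without WT Pio mouse 845, 560 without KO control mouse 1, 633 without KO control mouse 3, 622 without KO control mouse 4, 1977 without KO Pio mouse 11, 1539 without KO Pio mouse 12, 1924 without KO Pio mouse 14 and 1764 without KO Pio mouse 15. Among called genes with a mean of at least 5 CPM, the largest positive differences on control diet were those of Cux2 (ENSMUSG00000042589, chromosome 5, 121856366 to 122050102, with 6.70, adjusted p = 0.0113 from the same test), Gstm3 (ENSMUSG00000004038, chromosome 3, 107963696 to 107969283; 3.97, 0.00108) and Id3 (3.75, 0.00301). Cux2 was not called by limma with (0.70) or without sample weights (2.15), and without KO Pio mouse 13 its difference was 0.59. DESeq2 gave Cux2 and Id3 no adjusted p. Besides Cfd, the largest negative differences at the same limit on mean CPM were those of Cyp2b9 (ENSMUSG00000040660, chromosome 7, 26173411 to 26210661, with -6.77, adjusted p = 0.0164 from the same test), which was -3.66 without KO control mouse 3 and not called by limma without sample weights (-6.23), and Mup9 (-4.66, 0.00787). On HFD, Gprc5b had -4.46 (adjusted p = 0.000136 from the same test). Gstm3 and Cyp2b9 have close paralogs, between which reads are hard to assign.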

Taken together, these data reveal interactions between diet and hepatocellular PPAR*γ* expression that influence Pio-induced changes in hepatic gene expression.

To further explore dietary influences on Pio-regulated changes in hepatic gene expression, those genes identified as differentially expressed in the studies summarized in Figure 4 were subject to gene set overrepresentation analysis using the Hallmark gene set database, on the Broad Institute platform (http://software.broadinstitute.org/gsea/msigdb/annotate.jsp [32, 33],), and the most stringent FDR threshold cutoff on that platform (i.e., *q* < 1*e*^−6^). This evaluation identified significant enrichment of genes induced by Pio in livers from WT mice on the control diet for those associated with metabolic and other functional categories (Table 1(a)). 

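The genes were also tested as lists of pathway genes, with limma's camera test on the edgeR fit (preset inter-gene correlation of 0.01) and Benjamini-Hochberg adjustment over the 35 pairs of a list and a comparison. On control diet the 45 fatty acid oxidation genes had a median log2 fold change of 0.52 with Pio in WT mice (FDR = 8.16e-11 from camera). Of them, 8 genes were called, all higher, and 20 when adjusted over the list alone, led by Vnn1 (ENSMUSG00000037440, chromosome 10, 23894688 to 23905343, with 1.81, adjusted p = 0.00207 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Abcd2 (ENSMUSG00000055782, chromosome 15, 91145871 to 91191799; 1.78, 0.00386). The 27 bile acid synthesis and transport genes had a median of 0.067 (FDR = 0.116), with 1 called, also when adjusted over the list alone: Cyp7a1 (2.31, adjusted p = 0.000975 from the same edgeR test). No leave-one-out fit changed the calls of Vnn1, Abcd2 and Cyp7a1. Of the 27 bile acid genes, DESeq2 called 2 on control diet, limma with sample weights 10 and limma without sample weights 1. The FDR of the bile acid list was at most 0.05 with the Reactome list (34 genes, median 0.068, FDR = 0.0373; 0.0373 to 0.902 over its alternatives other than leave-one-out fits) and in 4 leave-one-out fits, with medians of 0.085 without WT control mouse 831, 0.15 without WT control mouse 834, 0.19 without WT control mouse 835 and 0.16 without WT Pio mouse 845. The setting that moved the list tests most was the correlation between genes. With the correlation estimated for each list none of camera's calls held. Under fry, a rotation test that keeps the correlation between the genes, 3 held: fatty acid oxidation in WT mice on control diet (FDR = 0.0174) and the unfolded protein response in WT and in KO mice on control diet.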

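On HFD the fatty acid oxidation list had a median log2 fold change of 0.44 with Pio in WT mice (camera, FDR = 1.38e-08), and fry gave an FDR of 0.0761. EdgeR called 3 of the 45 genes, all higher and all 3 also called on control diet, and 9 when adjusted over the list alone. Among them were Acaa1b (ENSMUSG00000010651, chromosome 9, 119148023 to 119157093, with 1.48, adjusted p = 0.0472 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Vnn1 (1.34, 0.0491). The call of Acaa1b was lost without any 1 of 27 mice (1.37 to 1.61 over all 40) and that of Vnn1 without any 1 of 29 (1.26 to 1.42), and both were lost under limma without sample weights and without a filter on low counts. The difference between the Pio effects on the 2 diets had a median of -0.14 in this list (FDR = 0.309 from camera). The bile acid list on HFD had a median of 0.029 and a mean of -0.017, with test direction up (FDR = 0.852), and 0 of its 27 genes were called by edgeR, also when adjusted over the list alone (3 genes at an unadjusted p under 0.05). DESeq2 and limma without sample weights called 0 there, and limma with sample weights 1. The difference between the diets had a median of -0.059 (FDR = 0.264), and of single leave-one-out fits only that without WT Pio mouse 845 (-0.14) called it. Adipogenesis was not among the lists tested.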

The most highly enriched of those groupings, fatty acid metabolism, adipogenesis, and bile acid metabolism, were also identified as enriched for genes induced by Pio in WT mice on the HFD (Table 1(b)). However, this analysis also revealed distinct hepatic transcriptional effects of Pio in WT mice on control versus HFD, including specific enrichment of genes associated with cholesterol homeostasis in livers from mice on the control but not the HFD diet, and of glycolysis in mice on HFD but not control diet (Table 1(a) and (b)). These transcriptomic data were also subjected to GAGE analysis for gene set level changes in expression, and the results of that independent assessment of these data are highly concordant with those of the gene set overrepresentation study (Supplementary Table S3). For example, the GAGE examination also identified enrichment of Pio-induced genes associated with fatty acid metabolism, adipogenesis, and bile acid metabolism in mice on either diet, but specific enrichment for cholesterol homeostasis genes in mice on the control diet and for glycolysis genes in mice on the HFD. 

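The 26 cholesterol biosynthesis genes had a median log2 fold change of 0.67 with Pio in WT mice on control diet (camera, FDR = 1.71e-07 and fry, FDR = 0.0761) and -0.050 on HFD (FDR = 0.608), with 0 genes called on either diet by edgeR, also when adjusted over the list alone. On control diet 15 genes had an unadjusted p under 0.05 in edgeR, and DESeq2 called 2 genes, limma with sample weights 13 and limma without 0. On HFD 3 genes had an unadjusted p under 0.05 and these other tests called 0. The difference between the diets was tested directly and had a median of -0.67 (FDR = 3.66e-07), which fry did not call (FDR = 0.171). The 23 glycolysis genes had a median of -0.089 on control diet (mean 0.011, test direction down, FDR = 0.825) and -0.11 on HFD (mean 0.067, test direction up, FDR = 0.825), and the difference between the diets had a median of 0.058 (FDR = 0.733). Hk2 (ENSMUSG00000000628, chromosome 6, 82725025 to 82774454) was called as higher on both diets, by 1.66 on control diet (adjusted p = 0.0187 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 1.86 on HFD (adjusted p = 0.0254). Its call was lost on control diet in fits with 1.44 without WT control mouse 831, 1.51 without WT control mouse 834 and 1.49 without WT Pio mouse 845, and on HFD in fits with 1.82 without WT HFD mouse 828, 1.69 without WT HFD mouse 829, 1.79 without WT HFD-Pio mouse 836, 1.63 without WT HFD-Pio mouse 837 and 1.78 without WT HFD-Pio mouse 839. It was the only glycolysis gene called on either diet in edgeR, and adjusted over the list alone 1 gene was called on control diet and 2 on HFD.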

Genes whose hepatic expression is suppressed by Pio in WT mice were similarly assessed and also showed marked differences between control and HFD-treated mice. For example, those suppressed by Pio in WT mice on control diets are enriched in many different categories, including UV response up and heme metabolism, while those suppressed by Pio in mice on HFD were not significantly enriched for any gene categories when analyzed in this way (Table 1C and D). As for Pio-induced genes, the results of GAGE-based investigation of these data are also quite concordant with gene set overrepresentation analyses (Supplementary Table S3). Similar hepatic transcriptomic investigations of liver-specific PPAR*γ* KO mice, using gene set over-representation- and GAGE-based analyses, identified distinct dietary effects on patterns of Pio-induced and Pio-suppressed genes in these compared to WT mice (Table 2 vs. Table 1 and Supplementary Table S3). In this case, gene set overrepresentation analyses showed that Pio's suppressive effects on hepatic gene expression in KO mice on control diet and its inductive and suppressive effects in KO mice on HFD are virtually undetectable (Table 2B–D). 

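In KO mice on control diet, 4 of the 7 lists were called by camera. Cholesterol biosynthesis genes had a median log2 fold change of 0.68 (FDR = 3.88e-06), with 7 genes called, all higher, and 9 when adjusted over the list alone, among them Insig1 (ENSMUSG00000045294, chromosome 5, 28071363 to 28078662, with 1.61, adjusted p = 0.00848 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Sqle (ENSMUSG00000022351, chromosome 15, 59315077 to 59331192; 1.48, 0.0261). Fatty acid oxidation genes had a median of -0.38 (FDR = 4.12e-05), with 1 called as higher and 3 as lower, and 7 when adjusted over the list alone. Among these were Acot3 (ENSMUSG00000021228, chromosome 12, 84052144 to 84060402, with 4.00, adjusted p = 0.0158 from the same edgeR test) and Cyp4a10 (ENSMUSG00000066072, chromosome 4, 115518264 to 115533649; -1.55, 0.0346). Reads of Acot3 and of its neighbor Acot4 are hard to tell apart. Bile acid genes had a median of -0.35 (FDR = 5.10e-05), with 2 called and 4 when adjusted over the list alone, Nr0b2 (ENSMUSG00000037583, chromosome 4, 133553376 to 133556536) higher (1.07, adjusted p = 0.0405) and Cyp7a1 lower (-1.47, adjusted p = 0.0264). The unfolded protein response list had a median of -0.45 (FDR = 9.40e-08), with 11 genes called, all lower, and 17 when adjusted over the list alone, among them Hyou1 (ENSMUSG00000032115, chromosome 9, 44379490 to 44392369, with -1.03, adjusted p = 0.00848) and Creld2 (ENSMUSG00000023272, chromosome 15, 88819646 to 88826683; -1.09, 0.0402). Glycolysis genes were not called as a list (median 0.19, FDR = 0.897), with Pgam1 (ENSMUSG00000011752, chromosome 19, 41911923 to 41918660, with 1.16, adjusted p = 0.0422) called in edgeR and 0 genes when adjusted over the list alone. Hyou1 kept its call in all 40 leave-one-out fits (-1.17 to -0.91). Without KO Pio mouse 13 none of the other 8 genes named was called: Creld2 was -1.33, Insig1 was 1.07, Sqle 1.49, Acot3 -0.21, Cyp4a10 -1.34, Nr0b2 0.69, Cyp7a1 -1.28 and Pgam1 0.16. Other fits also lost calls. Creld2 was -1.21 without KO control mouse 1, -0.90 without KO control mouse 3, -0.88 without KO control mouse 4, -1.15 without KO control mouse 5, -0.92 without KO Pio mouse 11 and -0.97 without KO Pio mouse 15, and it was not called without a filter on low counts or by limma without sample weights. Sqle was 1.46 without KO control mouse 1, 1.51 without KO control mouse 2, 1.28 without KO control mouse 4 and 1.23 without KO control mouse 5. Acot3 was 3.80 without KO control mouse 1, and Cyp4a10 was -1.33 without KO control mouse 3, -1.24 without KO control mouse 4, -1.48 without KO control mouse 5 and -1.38 without KO Pio mouse 12. Nr0b2 was 1.03 without KO control mouse 1, 1.01 without KO control mouse 2, 0.995 without KO control mouse 3 and 1.09 without KO control mouse 4. Cyp7a1 was -1.50 without KO control mouse 1 and -0.98 without KO control mouse 3, and Pgam1 was 1.18 without any 1 of KO control mice 1 and 3, 1.196 without KO control mouse 2, 1.15 without KO control mouse 4 and 1.13 without KO control mouse 5. With the KO mice fitted alone or only the 2 groups compared none of the 9 was called. Oxidative phosphorylation (median -0.060, mean 0.069, test direction down, FDR = 0.481) and mitochondrial ribosome genes (median 0.017, mean 0.19, FDR = 0.809) were not called either, with 1 and 7 single genes called, and 0 and 11 when adjusted over the list alone. On HFD, 0 genes of any of the 7 lists were called in KO mice by edgeR, also when adjusted over each list alone, or by DESeq2 or limma with or without sample weights. In edgeR 1 fatty acid oxidation gene and 1 gene of the unfolded protein response had an unadjusted p under 0.05 there. Meanwhile camera called small shifts in 5 lists that neither fry nor the estimated correlation called. The medians were 0.14 for oxidative phosphorylation (FDR = 3.99e-09), 0.067 for the mitochondrial ribosome (0.000665), 0.082 for fatty acid oxidation (9.39e-08), 0.052 for cholesterol biosynthesis (0.0171) and -0.21 for the unfolded protein response (1.38e-08). On limma with sample weights, the medians for fatty acid oxidation (-0.020), cholesterol biosynthesis (-0.048) and bile acids (-0.060) had the opposite sign. Without KO HFD mouse 9 the medians were -0.041 for fatty acid oxidation, -0.090 for bile acids and 0.022 for the mitochondrial ribosome. Cholesterol biosynthesis was -0.016 without KO HFD mouse 9, -0.033 without KO HFD mouse 10, 0.0030 without KO HFD-Pio mouse 16 and 0.024 without KO HFD-Pio mouse 20. The bile acid list (median 0.032, FDR = 0.481) was called without KO HFD mouse 10 (0.062), and the glycolysis list (-0.0053, FDR = 0.852) was not called.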

Converse analyses, of the influence of diet in the absence or presence of Pio, showed a greater range of dietary influence in Pio-treated compared to untreated WT mice and markedly fewer effects of diet on the KO mice (Figures 4(g) and 4(h) and Supplementary Tables S4 and S5). 

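In KO mice, HFD changed 24 genes without Pio, 21 higher and 3 lower, and 642 genes with Pio, 55 higher and 587 lower (edgeR, with 595 and 3106 genes at an unadjusted p under 0.05). Without KO Pio mouse 13 the count with Pio was 12. It was also 2027 without KO Pio mouse 11, 1694 without KO Pio mouse 12, 1957 without KO Pio mouse 14, 1786 without KO Pio mouse 15, 11 without KO HFD-Pio mouse 16, 3 without KO HFD-Pio mouse 17, 20 without KO HFD-Pio mouse 18, 4 without KO HFD-Pio mouse 19 and 2 without KO HFD-Pio mouse 20. Without Pio it was 7 without KO control mouse 1, 14 without KO control mouse 2, 13 without KO control mouse 3, 2 without KO control mouse 4, 8 without KO control mouse 5 and 50 without KO Pio mouse 13. The authors' limma with sample weights called 542 genes without Pio (276 higher and 266 lower) and 309 with Pio (127 higher and 182 lower), DESeq2 53 (41 higher and 12 lower) and 1005, and limma without sample weights 10 and 21. With the KO mice fitted alone, or only the 2 groups compared, edgeR called 0 genes with and without Pio. Only 6 genes were called with and without Pio. The groups did not overlap in 394 genes without Pio (3.04%) and 314 with Pio (2.43%). The largest changes below were ranked among those of these genes that were called with a mean of at least 5 CPM. Without Pio, the largest increases were those of Hmgcs1 (ENSMUSG00000093930, chromosome 13, 119690379 to 119708260, log2 fold change 2.29, adjusted p = 0.00889 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Sqle (2.25, 0.0113) and Msmo1 (ENSMUSG00000031604, chromosome 8, 64718139 to 64733792; 2.12, 0.0138). The calls of Hmgcs1 and Sqle were lost without KO control mouse 4, where their values were 2.19 and 2.05, and that of Msmo1 in 4 leave-one-out fits, with 2.11 without KO control mouse 1, 2.05 without KO control mouse 2, 1.98 without KO control mouse 4 and 1.94 without KO control mouse 5. The 3 lower genes, named because of their number after their values were seen, were Ak4 (-0.88), Apoa4 (-2.16) and Cyp4a10 (-2.67). Their calls were lost without any 1 of 13 mice for Ak4 (-0.997 to -0.78 over all 40), in fits with -2.18 without KO control mouse 3, -1.49 without KO control mouse 5, -2.14 without KO HFD mouse 6, -2.12 without KO HFD mouse 7, -2.10 without KO HFD mouse 8 and -2.04 without KO HFD mouse 10 for Apoa4, and in that with -2.36 without KO control mouse 4 for Cyp4a10. With Pio and under the same limits, the largest increases were those of Selenbp2 (ENSMUSG00000068877, chromosome 3, 94693556 to 94704413, with 2.91, adjusted p = 0.0410 from the same test), Cyp7a1 (2.26, 0.0117) and Msmo1 (1.77, 0.0321), and the largest decreases those of Cyp2a4 (ENSMUSG00000074254, chromosome 7, 26307169 to 26315088; -5.38, 0.0351), Pnpla3 (-3.44, 0.0164) and Id1 (ENSMUSG00000042745, chromosome 2, 152736251 to 152737410; -2.46, 0.0307). The calls of Selenbp2, Msmo1, Cyp2a4 and Id1 were lost in several leave-one-out fits (2.62 to 3.21 for Selenbp2, 1.48 to 2.04 for Msmo1, -5.73 to -4.58 for Cyp2a4 and -2.71 to -0.98 for Id1 over all 40). The value of Id1 was -0.98 without KO Pio mouse 13. The call of Cyp7a1 was lost without KO HFD-Pio mouse 20 (2.15) and that of Pnpla3 in fits with -3.30 without KO HFD-Pio mouse 17, -3.33 without KO HFD-Pio mouse 19 and -3.24 without KO HFD-Pio mouse 20. Selenbp2 and Cyp2a4 have close paralogs. With HFD in KO mice without Pio, 10 of the 26 cholesterol biosynthesis genes were called, all higher, and 19 when adjusted over the list alone. In WT mice the numbers called were 0 without Pio (by edgeR, DESeq2 and limma with or without sample weights, with 4 genes at an unadjusted p under 0.05 in edgeR) and 4, all lower, with Pio (edgeR). No test of the difference between these HFD effects in WT and KO mice was made.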

Taken together, these data provide evidence for the modifying influence of diet on PPAR*γ*-dependent, Pio-induced changes in hepatic gene expression.

### 3.3. PPAR*γ*-Dependent Effects of Pio and HFD on Liver RXR-DNA Binding Are Highly Concordant with Corresponding Effects on Hepatic Gene Expression

To further characterize Pio's direct effects on hepatic transcriptional regulation, the consequences of Pio and HFD on gene-specific RXR-binding to liver DNA in WT and KO mice were characterized and compared by RXR-chromatin-immunoprecipitation combined with next-generation DNA sequencing (ChIP-Seq). The results identified specific RXR-DNA binding sites in both untreated and Pio-treated WT mice on either a control or HFD. They also revealed Pio-induced differences in such binding at some of those sites. In most cases, Pio increased RXR-DNA binding, but sites whose RXR-DNA binding is suppressed by Pio were also identified (Figures 5(a)–5(c)). This analysis also showed that Pio has broader effects on gene-specific RXR-liver DNA binding in WT mice on the control versus the HFD, with most binding sites identified in HFD-treated mice also identified in mice on the control diet but many binding sites detected in mice on the control diet not detected in those on the HFD (Figure 5(d)). Thus, these data provide further evidence for the modifying influence of diet on Pio-induced hepatic transcriptional regulation, and they implicate diet-induced differences in Pio's direct effects on liver RXR-DNA binding as a contributing mechanism. More than half of the Pio-induced RXR-liver DNA binding sites detected in WT mice on either diet occurred within exons or introns of specific genes, with binding to 5′ or 3′ untranslated regions (UTRs), upstream, downstream, or other sites accounting for the rest of such binding (Figure 5(e)). While parallel analyses of the KO mice also identified RXR-liver DNA binding sites (Figure 5(f)), in this case, very few sites with significant (i.e., *q* < 0.05) Pio-induced changes in RXR binding were identified (Figure 5(g)). Furthermore, most of those sites showed Pio-inhibited binding (Figure 5(g)) and none withstood the additional stringencies of our analytical approach (Figure 5(h) and Experimental Methods). Further analyses of HFD effects on such regulation identified a small number of differentially bound genes in WT mice in the absence of Pio and none in WT mice in the presence of Pio or in KO mice with or without Pio (data not shown). Together, these data define Pio's PPAR*γ*-dependent effects on induction of gene-specific RXR-liver DNA binding in mice on either diet. They also reveal that HFD exposure blunts the effects of Pio on such transcriptional regulation.

Next, gene set hypergeometric tests were performed on genes exhibiting Pio-induced RXR-liver DNA binding in WT mice fed either the control (Table 3A) or HFD (Table 3B). The results showed enrichment in many of the same categories identified by analyses of Pio-induced (Table 1A and B) or Pio-suppressed (Table 1C and D) hepatic gene expression. These observations imply that Pio-induced changes in RXR-liver DNA binding are transcription-inducing in some cases and transcription-suppressing in others. However, some categories enriched for genes whose expression is induced (i.e., in Table 1) were not similarly identified by these analyses of RXR-liver DNA binding (i.e., in Table 3A and B), including bile acid metabolism and cholesterol homeostasis. Presumably, this finding results from transcription-altering influences of Pio on hepatic gene expression (in Table 1A and B) that are independent of hepatocellular PPAR*γ* expression, hepatic RXR activity, or both. For example, recently described direct effects of Pio on the mitochondrial pyruvate carrier protein activity [20, 21] might have indirect transcriptional consequences. Conversely, other categories identified as enriched for RXR-bound genes in Table 3A and B were not identified by the gene set analysis of RNA-Seq data in Table 1, including glycolysis and unfolded protein response, and the significance of RXR-binding to those gene sites with respect to transcriptional regulation is uncertain. Finally, these studies did not identify any categorical gene set enrichment amongst genes with Pio-mediated suppression of RXR-liver DNA binding (Table 3C and D), nor did they demonstrate any Pio- or HFD-induced differences in such binding in the KO mice (Table 3E–H). When taken together, these data reveal a high overall degree of concordance between PPAR*γ*-dependent and Pio-induced effects on RXR-liver DNA binding to and differential hepatic expression of specific genes, and they further implicate diet as a modifier of that regulation.

### 3.4. Integrating Pio's Influences on Liver RXR-DNA Binding and Hepatic Transcription

Finally, to further characterize and clarify the impact of diet on Pio-induced, PPAR*γ*-dependent hepatic transcriptional regulation, the RNA- and ChIP-Seq datasets generated in these studies were compared to each other using the “Binding and expression target analysis” (BETA [43],) algorithm. This analytical tool was developed to infer target gene regulation by specific transcription factors. The results here identified 760 genes bound by RXR and induced by Pio and 1066 RXR-bound genes suppressed by Pio in WT mice on control diet, and 420 induced and 531 suppressed RXR-bound gene targets of Pio in WT mice on HFD (Figure 6(a)). Most genes identified by this analysis as induced or suppressed by Pio in mice on the control diet were not similarly identified in mice on the HFD (Figure 6(a)). However, gene set over-representation analysis did demonstrate high concordance between the categorical terms identified as enriched for RXR-bound genes induced by Pio on control or HFD. Those categories include Oxidative phosphorylation, Fatty acid metabolism, and Myc targets (Table 4A and B). Further inspection of the specific Pio-regulated genes enriched in these sets revealed an abundance of nuclear genes encoding mitochondrial proteins involved in oxidative phosphorylation. Those genes include components of complexes I-IV, and the mitochondrial ATP synthase, as well as transporters, ion channels, enzymes involved in TCA cycle, and other outer membrane, intermembrane space, inner membrane, and matrix mitochondrial proteins (Figure 6(b)). Moreover, almost all of the specific mitochondrial protein-encoding genes identified in this way that were induced in mice on the control diet were not induced in mice on the HFD, and, conversely, most of those induced in HFD-treated mice were not similarly upregulated in mice on the control diet. Thus, this analysis also demonstrates that diet induces unique changes in Pio's specific transcriptional effects on nuclear genes encoding mitochondrial proteins. 

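Binding of RXR was not analysed here, so the genes below were taken as lists and not restricted to RXR-bound genes. The 79 nuclear genes of oxidative phosphorylation had a median log2 fold change with Pio in WT mice of 0.16 on control diet (72.2% positive; camera, FDR = 0.000444) and 0.095 on HFD (FDR = 0.00711). Fry did not call either (FDR = 0.441 and 0.696). On control diet the median was 0.0057 without WT control mouse 832, and -0.0077 on limma with sample weights. On HFD the call was lost in 3 leave-one-out fits, with 0.064 without WT HFD mouse 826, 0.037 without WT HFD mouse 829 and 0.057 without WT HFD-Pio mouse 836. EdgeR called 1 gene on control diet, Atp5k (ENSMUSG00000050856, chromosome 5, 108433244 to 108434448, with 1.22, standard error 0.34, adjusted p = 0.0361 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0 on HFD. The call of Atp5k was lost in fits with 1.10 without WT control mouse 831, 1.03 without WT control mouse 832, 1.19 without WT control mouse 833, 1.13 without WT Pio mouse 842, 1.204 without WT Pio mouse 843 and 1.24 without WT Pio mouse 844. On either diet 0 genes were called when adjusted over the list alone. The numbers of genes at an unadjusted p under 0.05 were 10 and 7. DESeq2 called 3 genes on control diet and 1 on HFD, limma with sample weights 14 and 9, and limma without sample weights 1 and 0. Of the 79 genes, 38 had a positive log2 fold change on both diets. Across these genes, which are not independent replicates, the values on the 2 diets had a Spearman correlation of 0.029. The difference between the diets had a median of -0.030 (FDR = 0.507), with 0 genes called by edgeR, DESeq2 or limma without sample weights, 14 by limma with sample weights, and 7 at an unadjusted p under 0.05 in edgeR. That list test was called without WT HFD mouse 829 (-0.13), WT control mouse 835 (-0.13) or WT Pio mouse 845 (-0.11), and the median changed sign without WT control mouse 832 (0.12). The 74 mitochondrial ribosome genes had medians of 0.020 (FDR = 0.819) and 0.033 (FDR = 0.426) on the 2 diets, with 0 genes called by edgeR, also when adjusted over the list alone (5 and 6 genes at an unadjusted p under 0.05), by DESeq2 or by limma without sample weights, and 16 and 1 by limma with sample weights. For them the difference between the diets was 0.062 (FDR = 0.733), called on limma with sample weights (0.17) and without WT control mouse 832 (0.15). Of 3 genes that the paper names, Ndufs1 (ENSMUSG00000025968, chromosome 1, 63143596 to 63176833) had 0.31 on control diet (adjusted p = 0.554 from the same edgeR test) and 0.42 on HFD (0.414), Dld (ENSMUSG00000020664, chromosome 12, 31331277 to 31351453) 0.64 (0.178) and 0.26 (0.680), and Mgst3 (ENSMUSG00000026688, chromosome 1, 167371966 to 167393841) 0.31 (0.669) and 0.53 (0.411). None was called in edgeR. Every WT HFD-Pio mouse lay above every WT HFD mouse for Ndufs1, and every WT Pio mouse above every WT control mouse for Dld (exact permutation test, p = 0.00794 for both). Ndufs1 was called by limma with sample weights on HFD (0.42) and Dld on control diet (0.48), and edgeR called Dld on control diet with the WT mice fitted alone or only the 2 groups compared (0.64). Without KO Pio mouse 13, edgeR called Ndufs1 on both diets (0.32 and 0.43) and Dld on control diet (0.65).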

Gene set over-representation analysis on RXR-bound genes suppressed by Pio in WT mice was also conducted, with the results showing no overlap between functional categories enriched in suppressed genes from mice on control versus those on HFD. For example, genes associated with Unfolded protein response were enriched amongst those suppressed by Pio in WT mice on the control diet but not the HFD (Table 4C and D). These results provide further evidence for the modifying influence of diet on Pio's hepatic transcriptional effects. 

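The 33 genes of the unfolded protein response, not restricted to RXR-bound genes, had a median log2 fold change with Pio in WT mice of -0.39 on control diet (camera, FDR = 1.22e-06 and fry, FDR = 0.0174) and -0.14 on HFD (camera, FDR = 0.0237 and fry, FDR = 0.369). The Reactome list of 14 genes gave -0.085 and -0.098 and was not called on either diet. On control diet 3 of the 33 genes were called, all lower, and 8 when adjusted over the list alone. Atf3 (ENSMUSG00000026628, chromosome 1, 191170296 to 191218039) fell by 3.08 on the log2 scale (adjusted p = 0.0132 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Ddit3 (ENSMUSG00000025408, chromosome 10, 127290774 to 127296288) by 1.37 (adjusted p = 0.00672). Without WT control mouse 832 neither was called (-1.12 and -0.73), and limma with (-0.53) and without sample weights (-1.63) did not call Atf3. On HFD 0 genes were called by edgeR, also when adjusted over the list alone, and 8 had an unadjusted p under 0.05. DESeq2 and limma without sample weights called 0 there, and limma with sample weights 2. The list's call on HFD was lost in 5 leave-one-out fits, with -0.090 without WT HFD mouse 826, -0.12 without WT HFD mouse 828, -0.11 without any 1 of WT HFD-Pio mice 836 and 837 and -0.13 without KO Pio mouse 13. Between the diets the median difference was 0.23 (camera, FDR = 0.0268 and fry, FDR = 0.501). It was not called on limma with sample weights (0.084) or with the Reactome list (0.031), nor in 6 leave-one-out fits, with 0.18 without WT HFD mouse 827, 0.27 without WT HFD mouse 830, 0.21 without WT control mouse 833, 0.093 without WT HFD-Pio mouse 840, 0.21 without WT Pio mouse 843 and 0.23 without KO Pio mouse 13.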

Finally, the differences in RXR liver DNA binding detected in the KO mice were insufficient to permit the corresponding BETA analysis on these data (Figure 5(g) and 5(h)).

## 4. Discussion

Previously published studies have reported PPAR*γ*-dependent effects of TZDs on the hepatic expression of individual target genes of interest by comparing the hepatic expression of those specific genes in WT versus PPAR*γ*-overexpressing or liver-specific PPAR*γ* KO mice [10, 12, 13, 24]. Such studies, which were recently reviewed [44], show that hepatic PPAR*γ* expression regulates the expression of adipogenic genes in the liver and also modulates extrahepatic lipid accumulation and insulin sensitivity. Nevertheless, the studies reported here are the first to comprehensively characterize such transcriptional regulation (by RNA-Seq), compare the results to genome-wide assessment of PPAR*γ*-dependent, Pio-induced effects on liver RXR-DNA binding (with ChIP-Seq), and integrate those datasets (with BETA). The results show (i) Pio's liver-PPAR*γ*-dependent hepatic transcriptional effects are highly concordant with its effects on liver RXR-DNA binding in WT mice on either diet. (ii) HFD modifies Pio's influence on such transcriptional regulation. (iii) Pio has a much broader influence on PPAR*γ*-dependent hepatic expression of nuclear genes encoding mitochondrial proteins than has previously been reported. These data provide new insights into the molecular and cellular mechanisms by which Pio and hepatocellular PPAR*γ* interact to influence hepatic gene expression. They also raise the possibility that diet is a modifier of Pio's efficacy in human NAFLD. Such efficacy was variable amongst subjects enrolled in the PIVENS trial [9]. Consistent with previously published work [10–13], our data also show that (i) hepatocellular PPAR*γ* overexpression induces hepatic steatosis. (ii) Liver-specific PPAR*γ* disruption protects mice from HFD-induced NAFLD. (iii) TZD administration (Pio here) stimulates hepatic fat accumulation in WT but not liver-specific PPAR*γ*-KO mice. Other studies have also shown that extrahepatic tissue-specific (i.e. muscle- [14] or adipocyte- [15]) PPAR*γ* deletion promotes NAFLD and that TZD-treatment exacerbates fatty liver disease in muscle-specific PPAR*γ* KO mice [14]. Taken together, our data and these considerations are also consistent with the possibility that variable responses to Pio in human NAFLD might be determined, at least in part, by the balance between TZD effects on hepatic versus extrahepatic (i.e., adipose or perhaps skeletal muscle) PPAR*γ* activity.

The studies here are the first to compare Pio-induced changes in the liver RXR cistrome and hepatic transcriptome with the hepatocellular PPAR*γ* dependence of those changes. Nevertheless, similar analyses of other RXR-binding, metabolic-sensing nuclear hormone receptors (NHRs) have been reported. For example, the effects of the farnesoid X receptor (FXR) agonist obeticholic acid on FXR-DNA binding and gene expression in human and mouse liver tissue were recently reported [45]. The availability of that published data permitted us to compare and contrast genes whose expression was significantly induced or suppressed by obeticholic acid in that study to those identified here as regulated by Pio in WT mouse liver. The results show distinct hepatic transcriptional effects of the FXR agonist (obeticholic acid) in that study versus those of the PPAR*γ* agonist (Pio) studied here (Figure 7(a)). Another recent study reported the RXR-liver DNA binding effects of a liver X receptor (LXR) agonist (i.e., T0901317 [35]). We also compared those published data to our characterization of Pio-induced gene-specific RXR-liver DNA binding here. That analysis also shows very little overlap between the T0901317- and Pio-induced RXR-DNA binding signatures (Figure 7(b)). These results are consistent with the idea that specific pharmacological agonists of different metabolic-sensing NHRs (e.g., Pio/PPAR*γ*, obeticholic acid/FXR, and T0901317/LXR) induce distinct effects on RXR-liver DNA binding and hepatic transcriptional regulation. That conclusion raises the possibility, also implicated by other studies [35, 46–48], that “cross-talk” in RXR-binding to different NHRs is an important determinant of NHR-ligand effects on gene expression patterns. These considerations are also consistent with the idea that drugs with distinct NHR-binding activities compete with each other and endogenous NHR ligands to exert unique effects on RXR-dependent transcriptional regulation. That concept, illustrated by the hypothetical model in Figure 7(c), raises the additional consideration that specific combinations of different NHR agonist drugs with additive beneficial (or, conversely, deleterious) effects on experimental (and perhaps human) NAFLD can be discovered using the approaches described here [49]. For example, obeticholic acid, like Pio, was also recently reported to have efficacy in human NAFLD [50]. Thus, future assessments of the combinatorial effects of Pio and obeticholic acid on transcriptional regulation and liver disease in experimental NAFLD models might inform consideration of new NHR-agonist combination intervention trials for this increasingly prevalent disease.

Pio has previously been reported to improve hepatic mitochondrial dysfunction in an in vivo NAFLD mouse model [22]. Although its effects on hepatic mitochondrial protein expression were not examined in that study, other investigations have shown that Pio stimulates mitochondrial biogenesis by upregulating specific PGC1*α*-regulated target gene expression in extrahepatic tissues [51–53]. Those observations, together with the data reported here showing that Pio broadly induces liver PPAR*γ*-dependent RXR binding and hepatic expression of many nuclear genes encoding mitochondrial proteins (Figure 6(b)), implicate such regulation as a plausible mechanism by which Pio exerts its beneficial metabolic effects. However, older studies have paradoxically reported that Pio and other TZDs inhibit hepatocellular mitochondrial function in vitro [54–56]. Thus, further investigations are required.

One limitation of the studies reported here is that the HFD regimen employed here (60% of calories from fat) had relatively modest metabolic effects. Although hepatic steatosis was not significantly increased by this regimen, the HFD-fed mice studied here did gain more weight over the experimental timecourse and display higher adiposity and serum FFA levels at the experimental endpoint, compared to mice fed the control diet (Figures 1 and 2). Reports in the literature describing results with this model are consistent with the data reported here and also note the correlation between duration-of-HFD-exposure and development of steatosis. Despite this limitation, our data nevertheless demonstrate a PPAR*γ*-dependent modifying influence of this diet on Pio-regulated changes in hepatic gene expression, including Pio's effects on mitochondrial gene expression (Figure 6(b)). Moreover, our data also indicate that the HFD regimen used here does not detectably alter liver RXR-DNA binding patterns, suggesting that the HFD effects on Pio-regulated hepatic gene expression reported here are either independent of such RXR-DNA binding or dependent on extrahepatic effects of HFD, Pio, or both (as additionally considered below). Future analyses comparing Pio's transcriptional effects here to those in mice given a “Western” or “methionine-choline deficient” diet, each of which induces more severe NAFLD phenotypes, might offer additional insights about these consideration. A second limitation is that only male mice were studied here. This strategy emerged from feasibility constraints while optimizing the experimental and analytical methodologies required for these experiments. Of note, a recent study reported sexually dimorphic RXR-liver DNA binding and hepatic expression of specific metabolic genes [36]. Thus, with the feasibility of the approach employed here now established, future investigations should investigate sex-specific effects on Pio-induced, PPAR*γ*-dependent hepatic transcriptional regulation and the influence of diet on such control. The results could have important implication for future human clinical trials testing Pio or other NHR-binding drugs. A third caveat relates to the considerations that these studies were limited to examination of hepatic transcriptional regulation, despite well-known extra-hepatic PPAR*γ*-dependent (and independent) transcriptional effects of Pio. Feasibility considerations also influenced this approach. Nevertheless, inclusion of assessments of liver RXR-DNA binding and analyses of liver-specific PPAR*γ* KO mice, here, has novel implications for consideration of direct versus indirect hepatic effects of Pio. For example, our observation that Pio does not alter liver RXR-DNA binding in liver-specific PPAR*γ* KO mice leads us to conclude not only that Pio-induced changes in RXR-liver DNA binding depend on hepatocellular PPAR*γ* expression but also that Pio-induced hepatic transcriptional effects in KO mice result, at least in part, from regulation by extrahepatic signals. Nevertheless, future studies could query relationships between and the tissue-specific dependence of Pio's hepatic and extrahepatic transcriptional effects by similar analyses of muscle and adipose collected from the liver-specific PPAR*γ* KO mice studied here and of mice with extra-hepatic PPAR*γ* disruption. Hepatic mitochondrial activity could also be assessed to evaluate the relationship between mitochondrial gene transcriptional regulation and function in these models.

In conclusion, these analyses define Pio's direct and indirect effects on hepatic transcriptional regulation and implicate diet as a modifier of those effects. They also show that Pio broadly induces liver PPAR*γ*-dependent hepatic expression of nuclear genes encoding mitochondrial proteins and that diet also impacts that regulation. Of note, only c.a. half of the subjects in the PIVENS trial showed drug-induced improvements in NAFLD [9]. Our data raise the provocative possibility that dietary effects on Pio-induced, liver PPAR*γ*-dependent hepatic expression of nuclear genes encoding mitochondrial proteins might correlate with or even mediate the variable efficacy of Pio in that trial. This consideration is important because of the current epidemic of NAFLD together with the paucity of FDA-approved drugs for treatment of that condition. Indeed, based on those circumstances, the American Association for the Study of Liver Disease (AASLD) and the European Association for the Study of the Liver (EASL) have recommended that Pio be considered in patients with biopsy-proven NASH taking into account the risks [57]. Finally, mitochondrial gene expression and function are also known to be dysregulated in other human diseases [58–60]. Thus, the data reported here might ultimately have broader relevance for future efforts to develop NHR-based therapies for human diseases.

## Figures and Tables

**Figure 1:**
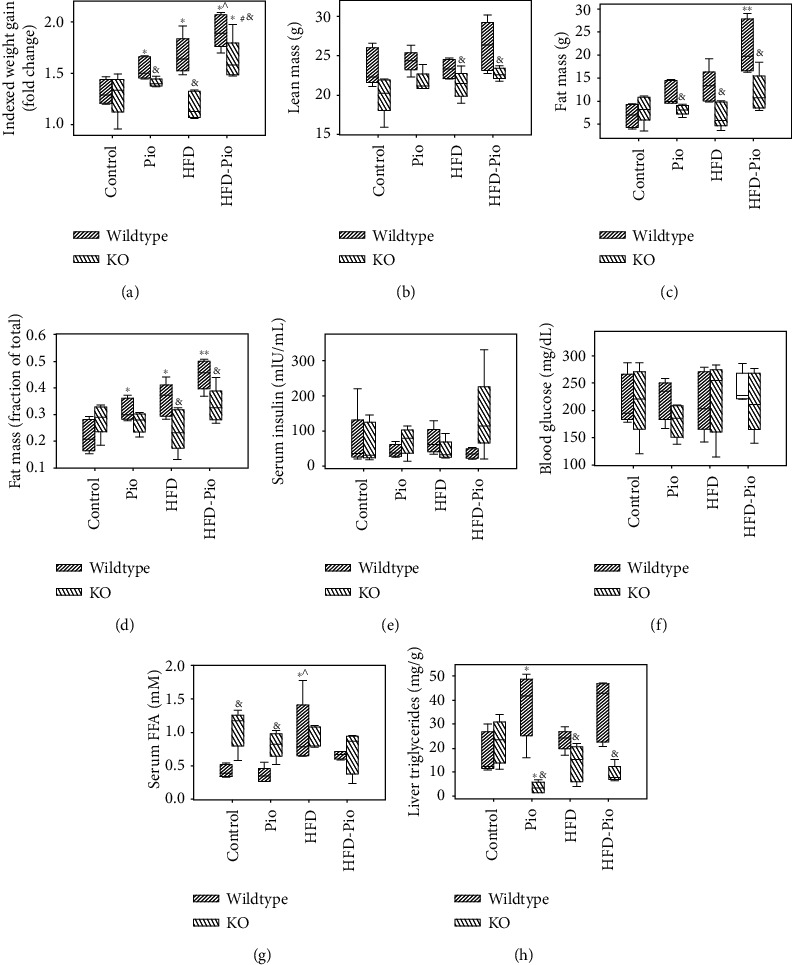
Effects of Pio on WT and PPAR*γ* KO mice. (a) Weight (indexed to initial weight), (b) lean mass (g), (c) fat mass (g), (d) fat mass (expressed as fraction of total mass), (e) serum insulin (mIU/mL, nonfasting a.m.), (f) blood glucose (mg/dL, nonfasting a.m.), (g) serum free fatty acids (FFA) (mM, nonfasting a.m.), and (h) liver triglycerides (mg/g liver) in wildtype (WT) and liver-specific PPAR*γ* knockout (KO) mice given a control or high-fat diet (HFD) unsupplemented or supplemented with Pioglitazone (Pio). ^∗^*p* < 0.05 vs. corresponding control diet-treated group; ^∧^*p* < 0.05 vs. corresponding Pio-treated group; ^∗∗^*p* < 0.05 vs. all other WT groups; ^#^*p* < 0.05 vs. corresponding HFD-treated group; ^&^*p* < 0.05 vs. corresponding WT group.

**Figure 2:**
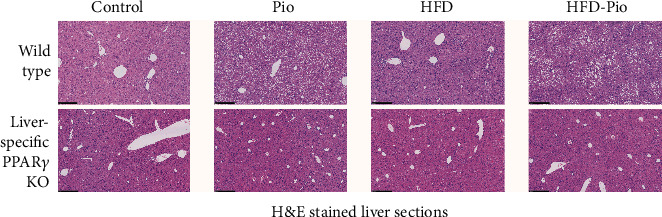
Effects of Pio on WT and KO mouse liver histology. H&E -stained liver sections from control diet (Control)-, Pio-, high-fat diet (HFD)-, or HFD and PIO (HFD-Pio)-treated mice. 500 micron bar shown in lower left corner.

**Figure 3:**
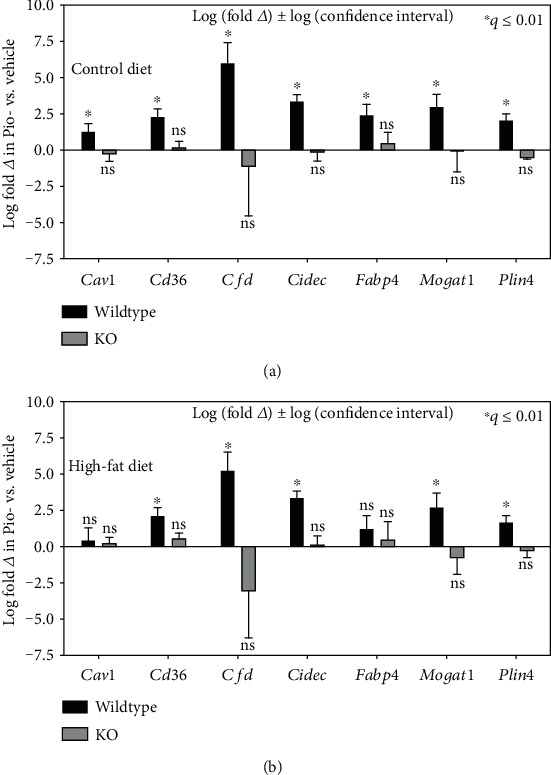
Effects of Pio on hepatic expression of exemplar genes. Summary of RNA-Seq data of exemplar genes whose expression is known to be regulated by PPAR*γ*. ^∗^*q* ≤ 0.01; ns: no significant difference.

**Figure 4:**
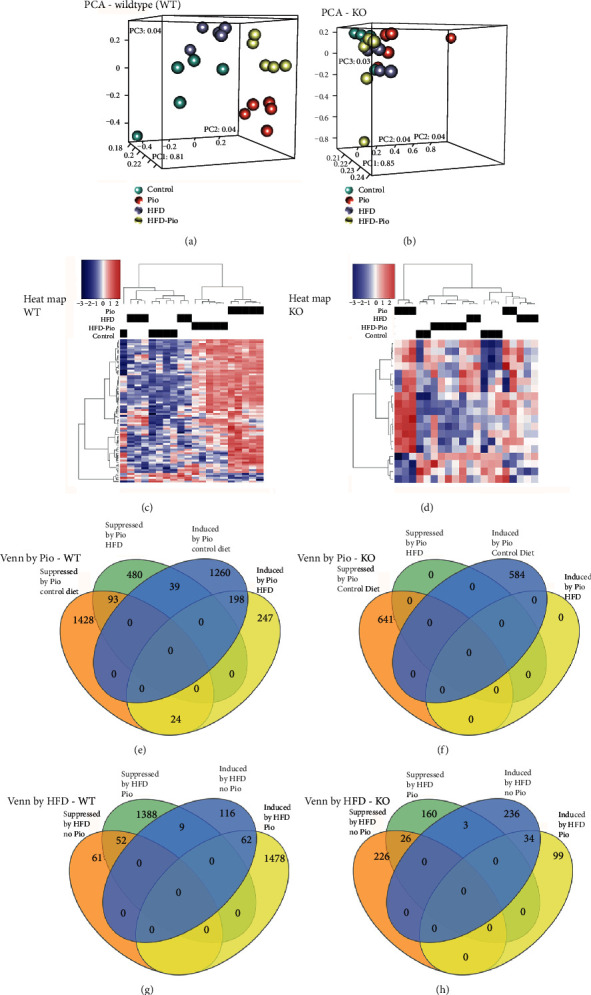
Effects of Pio on the hepatic transcriptome. (a, b) Principle component (PCA) and (c, d) heat map analyses of differentially expressed genes from RNA-Seq analyses of livers from (a, c) WT or (b, d) KO mice treated with control diet, Pio, HFD, or HFD and Pio. Heat map analyses are based on Pio-induced differences in gene expression. (e–h) Venn diagrams (generated using InteractiVenn [42]) depict overlap between differentially expressed genes by treatment group in WT (e, g) or KO (f, h) mice.

**Figure 5:**
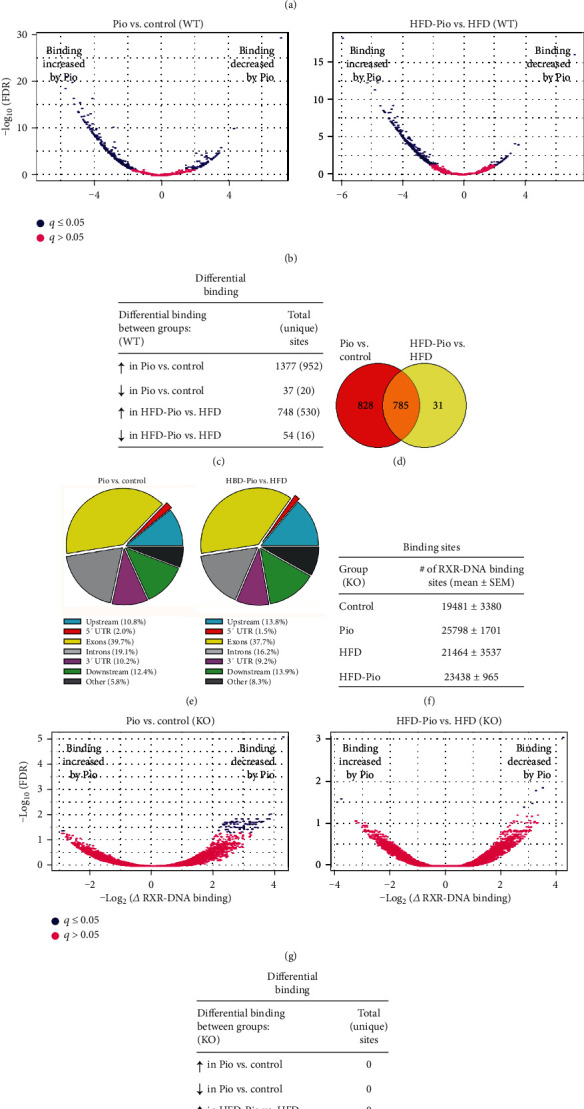
Effects of Pio on the hepatic RXR cistrome. (a) Total RXR-DNA binding sites (by group), (b) Volcano plots comparing differential RXR-DNA binding in replicate livers from Pio- versus Control- or HFD-Pio- versus HFD-treated groups of mice, and (c) Total (and unique) DNA sites with significantly different RXR-DNA binding (between groups), each defined as described in Experimental methods. (d) Venn diagram of overlap between sites of significant Pio-induced RXR-liver DNA binding in mice on control versus HFD. (e) Pie chart illustration of the locations of sites for genes summarized in (d) with respect to gene-specific transcription start sites in control versus HFD mice. (f–h) Results of corresponding RXR-liver DNA binding ChIP-Seq analyses of liver-specific PPAR*γ* KO mice.

**Figure 6:**
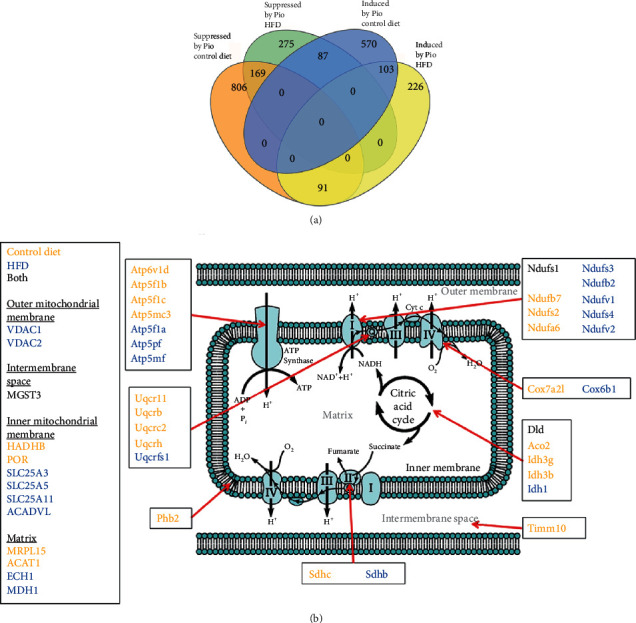
BETA Analyses of Pio's Effects on Mitochondrial Gene Expression - (a) Venn diagram analysis depicting genes identified by BETA as most likely to be regulated by Pio-induced effects on liver RXR-DNA binding in WT mice on control versus HFD. (Input RXR-liver DNA binding data from the KO mice was insufficient to execute BETA.) (b) Nuclear genes encoding mitochondrial proteins identified by BETA as likely to be Pio-induced by PPAR*γ*-dependent effects on liver RXR-DNA binding (genes in orange were identified from analyses of mice on control diet; those in blue from analyses of mice on HFD; and those in black from analyses of mice on either diet). ^∗^The mitochondria illustration is adapted from an image freely available in the public domain at https://commons.wikimedia.org/wiki/File:Mitochondrial_electron_transport_chain%E2%80%94Etc4.svg.

**Figure 7:**
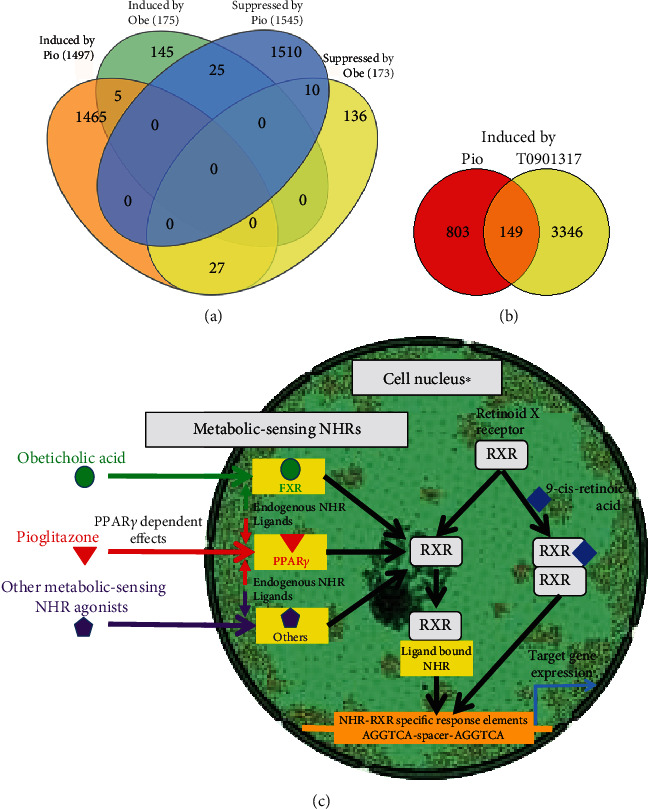
Distinct effects of Pio vs other NHR agonists. (a, b) Venn diagrams depicting (a) distinct effects of PIO (reported here) versus obeticholic acid (Obe, reported in [45]) on the hepatic transcriptome in mice and (b) PIO (reported here) versus the LXR*α* agonist T0901317 (reported in [35]) on the liver RXR cistrome. (c) Hypothetical model illustrating how different NHR-binding drugs might exert unique effects on transcriptional regulation by competing for RXR-binding, with different NHR-RXR heterodimers displaying distinct affinities for specific NHR-RXR DNA response elements based on spacer length and other factors (e.g., RXR-ligand binding by 9-cis-retinoic acid). RXR homo-dimerization also affects transcription. ^∗^The cell nucleus illustration is adapted from vectors from http://www.servier.com and licensed under the Creative Commons Attributions Unported license.

**Table 1:** Gene set analysis^∗^ on RNA-Seq data from WT Pio-treated vs. Pio-untreated mice on control or HFD (as designated).

Gene set name (# in Hallmark set)	Description	Overlap	*q* value
*(a) Induced by Pio in WT mice on control diet*			
FATTY_ACID_METABOLISM [158]	Genes encoding proteins involved in metabolism of fatty acids.	51	4.84*e*^−33^
ADIPOGENESIS [200]	Genes upregulated during adipocyte differentiation (adipogenesis).	48	6.52*e*^−25^
BILE_ACID_METABOLISM [112]	Genes involve in metabolism of bile acids and salts.	30	3.36*e*^−17^
CHOLESTEROL_HOMEOSTASIS [74]	Genes involved in cholesterol homeostasis.	22	7.81*e*^−14^
OXIDATIVE_PHOSPHORYLATION [200]	Genes encoding proteins involved in oxidative phosphorylation.	32	9.78*e*^−12^
PEROXISOME [104]	Genes encoding components of peroxisome.	21	7.38*e*^−10^
UV_RESPONSE_DN [144]	Genes down-regulated in response to ultraviolet (UV) radiation.	24	1.98*e*^−9^
MYC_TARGETS_V1 [200]	A subgroup of genes regulated by MYC—version 1 (v1).	28	3.84*e*^−9^
INTERFERON_GAMMA_RESPONSE [200]	Genes upregulated in response to IFNG (GeneID=3458).	26	6.74*e*^−8^
*(b) Induced by Pio in WT mice on HFD*			
FATTY_ACID_METABOLISM [158]	Genes encoding proteins involved in metabolism of fatty acids.	32	1.32*e*^−28^
OXIDATIVE_PHOSPHORYLATION [200]	Genes encoding proteins involved in oxidative phosphorylation.	33	9.38*e*^−27^
ADIPOGENESIS [200]	Genes upregulated during adipocyte differentiation (adipogenesis).	32	1.13*e*^−25^
PEROXISOME [104]	Genes encoding components of peroxisome.	20	7.76*e*^−18^
BILE_ACID_METABOLISM [112]	Genes involve in metabolism of bile acids and salts.	14	5.33*e*^−10^
GLYCOLYSIS [200]	Genes encoding proteins involved in glycolysis & gluconeogenesis.	14	8.69*e*^−7^
*(c) Suppressed by Pio in WT mice on control diet*			
UV_RESPONSE_UP [158]	Genes upregulated in response to UV radiation.	35	9.3*e*^−16^
HEME_METABOLISM [200]	Genes involved in metabolism of heme & erythroblast differentiation.	32	1.43*e*^−10^
MTORC1_SIGNALING [200]	Genes upregulated through activation of mTORC1 complex.	28	3.4*e*^−8^
P53_PATHWAY [200]	Genes involved in p53 pathways and networks.	28	3.4*e*^−8^
APOPTOSIS [161]	Genes mediating apoptosis by activation of caspases.	24	8.69*e*^−8^
HYPOXIA [200]	Genes upregulated in response to low oxygen levels.	27	8.69*e*^−8^
DNA_REPAIR [150]	Genes involved in DNA repair.	23	8.69*e*^−8^
XENOBIOTIC_METABOLISM [200]	Genes encoding proteins that process drugs & other xenobiotics.	26	2.71*e*^−7^
UNFOLDED_PROTEIN_RESPONSE [113]	Genes upregulated during unfolded protein response.	19	2.71*e*^−7^
MYC_TARGETS_V1 [200]	A subgroup of genes regulated by MYC - version 1 (v1).	25	9.04*e*^−7^
*(d) Suppressed by Pio in WT mice on HFD*			
No overlaps found			

^∗^Using the Broad Institute platform with the Hallmark gene sets platform to identify the top 10 categories with *p* ≤ 1*e*^−6^ (see text for details).

**Table 2:** Gene set analysis^∗^ on RNA-Seq data from Pio-treated vs. Pio-untreated KO mice on control or HFD (as designated).

Gene set name (# in Hallmark set)	Description	Overlap	*q* value
*(a) Induced by Pio in KO mice on control diet*			
CHOLESTEROL_HOMEOSTASIS [74]	Genes involved in cholesterol homeostasis.	20	1.04*e*^−18^
ESTROGEN_RESPONSE_LATE [200]	Genes defining late response to estrogen.	22	3.64*e*^−12^
TNFA_SIGNALING_VIA_NFKB [200]	Genes regulated by NF-*κ*B in response to TNF (GeneID=7124).	21	2.17*e*^−11^
MTORC1_SIGNALING [200]	Genes upregulated through activation of mTORC1 complex.	20	1.38*e*^−10^
APOPTOSIS [161]	Genes mediating apoptosis by activation of caspases.	18	1.83*e*^−10^
ESTROGEN_RESPONSE_EARLY [200]	Genes defining early response to estrogen.	19	7.36*e*^−10^
NOTCH_SIGNALING [32]	Genes upregulated by activation of notch signaling.	8	8.45*e*^−8^
HYPOXIA [200]	Genes upregulated in response to low oxygen levels (hypoxia).	16	1.98*e*^−7^
UV_RESPONSE_UP [158]	Genes upregulated in response to ultraviolet (UV) radiation.	14	3.57*e*^−7^
ADIPOGENESIS [200]	Genes upregulated during adipocyte differentiation (adipogenesis).	15	9.91*e*^−7^
*(b) Induced by Pio in KO mice on HFD*			
No significantly differentially expressed genes			
*(c) Suppressed by Pio in KO mice on control diet*			
XENOBIOTIC_METABOLISM [200]	Genes encoding proteins that process drugs and xenobiotics.	24	2.13*e*^−13^
*(d) Suppressed by Pio in KO mice on HFD*			
No significantly differentially expressed genes			

^∗^Using the Broad Institute platform with the Hallmark gene set platform to identify the top 10 categories with *p* ≤ 1*e*^−6^ (see text for details).

**Table 3:** Gene set analysis^∗^ on RXR ChIP-Seq data from Pio-treated vs. Pio-untreated WT or KO mice on control or HFD (as designated).

Gene set name (# in Hallmark set)	Description	Overlap	*q* value
*(a) Induced by Pio in WT mice on control diet*			
OXIDATIVE_PHOSPHORYLATION [200]	Genes encoding proteins involved in oxidative phosphorylation.	48	2.55*e*^−35^
MYC_TARGETS_V1 [200]	A subgroup of genes regulated by MYC - version 1 (v1).	40	2.33*e*^−26^
ADIPOGENESIS [200]	Genes upregulated during adipocyte differentiation (adipogenesis).	31	3.41*e*^−17^
ESTROGEN_RESPONSE_LATE [200]	Genes defining late response to estrogen.	24	5.47*e*^−11^
FATTY_ACID_METABOLISM [158]	Genes encoding proteins involved in metabolism of fatty acids.	21	1.34*e*^−10^
MTORC1_SIGNALING [200]	Genes upregulated through activation of mTORC1 complex.	23	2.45*e*^−10^
GLYCOLYSIS [200]	Genes encoding proteins involved in glycolysis and gluconeogenesis.	21	8.17*e*^−9^
UNFOLDED_PROTEIN_RESPONSE [113]	Genes upregulated during unfolded protein response.	16	8.78*e*^−9^
ESTROGEN_RESPONSE_EARLY [200]	Genes defining early response to estrogen.	19	2*e*^−7^
DNA_REPAIR [150]	Genes involved in DNA repair.	16	4.31*e*^−7^
*(b) Induced by Pio in WT mice on HFD*			
OXIDATIVE_PHOSPHORYLATION [200]	Genes encoding proteins involved in oxidative phosphorylation.	31	2.38*e*^−24^
MYC_TARGETS_V1 [200]	A subgroup of genes regulated by MYC—version 1 (v1).	25	1.66*e*^−17^
ADIPOGENESIS [200]	Genes upregulated during adipocyte differentiation (adipogenesis).	20	2.72*e*^−12^
ESTROGEN_RESPONSE_LATE [200]	Genes defining late response to estrogen.	15	1.22*e*^−7^
*(c, d) Suppressed by Pio in WT mice on control or HFD*			
No overlaps found.			
*(e, f, g, h) Induced or suppressed by Pio or HFD in KO mice in presence or absence of HFD or Pio*			
No overlaps found.			

^∗^Using the Broad Institute platform with the Hallmark gene set platform to identify the top 10 categories with *p* ≤ 1*e*^−6^ (see text for details).

**Table 4:** Gene set analysis^∗^ on BETA data from WT Pio-treated vs. Pio-untreated mice on control or HFD (as designated).

Gene set name (# in Hallmark set)	Description	Overlap	*q* value
*(a) Induced by Pio in WT mice on control diet*			
OXIDATIVE_PHOSPHORYLATION [200]	Genes encoding proteins involved in oxidative phosphorylation.	28	7.09*e*^−16^
FATTY_ACID_METABOLISM [158]	Genes encoding proteins involved in metabolism of fatty acids.	25	9.9*e*^−16^
ADIPOGENESIS [200]	Genes upregulated during adipocyte differentiation (adipogenesis).	20	5.16*e*^−9^
MYC_TARGETS_V1 [200]	A subgroup of genes regulated by MYC—version 1 (v1).	19	2.54*e*^−8^
*(b) Induced by Pio in WT mice on HFD*			
OXIDATIVE_PHOSPHORYLATION [200]	Genes encoding proteins involved in oxidative phosphorylation.	23	5.46*e*^−16^
MYC_TARGETS_V1 [200]	A subgroup of genes regulated by MYC - version 1 (v1).	15	5.89*e*^−8^
FATTY_ACID_METABOLISM [158]	Genes encoding proteins involved in metabolism of fatty acids.	13	1.52*e*^−7^
*(c) Suppressed by Pio in WT mice on control diet*			
UV_RESPONSE_UP [158]	Genes upregulated in response to ultraviolet (UV) radiation.	23	1.49*e*^−9^
UNFOLDED_PROTEIN_RESPONSE [113]	Genes upregulated during unfolded protein response, a cellular stress response related to the endoplasmic reticulum.	17	1.66*e*^−7^
E2F_TARGETS [200]	Genes encoding cell cycle related targets of E2F transcription factors.	21	8.05*e*^−7^
P53_PATHWAY [200]	Genes involved in p53 pathways and networks.	21	8.05*e*^−7^
TNFA_SIGNALING_VIA_NFKB [200]	Genes regulated by NF-kB in response to TNF (GeneID=7124).	21	8.05*e*^−7^
*(d) Suppressed by Pio in WT mice on HFD*			
MYC_TARGETS_V1 [200]	A subgroup of genes regulated by MYC—version 1 (v1).	17	4.45 e^−8^

^∗^Using the Broad Institute platform with the Hallmark gene set platform to identify the top 10 categories with *p* ≤ 1*e*^−6^ (see text for details).

## Data Availability

The ChIP- and RNA-Seq data used to support the findings of the studies reported here have been deposited in NCBI's Gene Expression Omnibus (GEO [34]) and will be made accessible to the public as GEO series records GSE137820 (for ChIP-Seq data) and GSE140607 (for RNA-Seq data) at the time this manuscript is accepted for publication. In addition, excel spreadsheets summarizing the results of the RNA-Seq, RXR-ChIP, and BETA data analyses (i.e., for RNA-Seq, lists of differentially expressed genes with fold change, confidence interval, *p* and *q* value; for ChIP-Seq, lists of differentially RXR-bound genes, with fold difference, *q* value, and genomic site of binding; for BETA, gene name, rank, and rank product) are provided in Supplementary Table S2.

## Abbreviations

ChIP-Seq: Chromatin immunoprecipitation with next generation sequencing;
ENCODE: Encyclopedia of DNA elements
FXR: Farnesoid X receptor
GSEA: Gene set enrichment analysis
HFD: High-fat diet
KO: Knockout
LXR: Liver X receptor
NAFLD: Nonalcoholic fatty liver disease
NHR: Nuclear hormone receptor
ns: Not significant
PCA: Principle component analysis
PIO: Pioglitazone
PIVENS: Pioglitazone versus Vitamin E versus Placebo for the Treatment of Non-Diabetic Patients with Nonalcoholic Steatohepatitis
PPAR: Peroxisome proliferator receptor
PPRE: Peroxisome proliferator receptor response element
RNA-Seq: RNA sequencing with next generation sequencing
RXR: Retinoid X receptor
TZD: Thiazolidinedione
UPR: Unfolded protein response
UTR: Untranslated region
WT: Wildtype.

# Supplementary material for: Diet Modifies Pioglitazone's Influence on Hepatic PPARγ-Regulated Mitochondrial Gene Expression
**Source:** PPAR Res. 2020 Sep 10;2020:3817573. doi: 10.1155/2020/3817573
**Supplement:** Supplementary Materials — Supplementary Figure S1: immunoblot analysis of the anti-RXRα/β/γ (Santa Cruz sc-774) antibody that was used for the ChIP-Seq studies reported here. The predominant detectable band in all liver samples (i.e., from control, Pio-treated, HFD-treated, and HFD-Pio-treated mice) is ~53 kDa band, which is the molecular weight of RXR, and accounts for >50% of the total detected signal in each lane (average 81% across all samples, as assessed using Odyssey Infrared Imaging System Application Software Version 3.0.21, Licor Biosciences), which is consistent with the ENCODE and modENCODE guidelines [37, 61]. Supplementary Figure S2: the left panel shows initial body weights (in grams) of WT and KO mice (as designated) that were subsequently assigned to the indicated experimental groups (no significant differences between groups). The right panel shows a summary of initial body weights in all WT versus all KO mice (p < 0.05). Supplementary Figure S3: summary of RT-qPCR based analyses of exemplar genes whose RNA-Seq based patterns of expression are depicted in Figure 3. Supplementary Table S1: gene-specific oligonucleotide primers for RT-qPCR. Supplementary Table S2: RNA-Seq, ChIP-Seq, and BETA Analyses Results—see excel Table S2. This excel spreadsheet contains (A) List of Experimental Groups, (B) a merged summary of all RNA-Seq differential expression analyses, summaries of differentially RXR-bound peaks identified by ChIP-Seq analyses of liver samples from wildtype (C) Pio vs. control or (D) HFD-Pio-treated vs. HFD-treated mice, and (E) summary lists from BETA analyses of RNA- and ChIP-Seq data from comparisons of Pio vs. control and HFD-Pio vs. HFD (including rank, Gene name, and rank product). Supplementary Table S3: GAGE results—see excel Table S3: this excel spreadsheet contains GAGE gene set expression perturbation test results for all comparisons between groups conducted by Limma. Log 2 fold changes of all genes within specific gene sets were compared to all those outsi

**Diet modifies pioglitazone’s influence on hepatic PPARγ-regulated mitochondrial gene expression**

Sakil Kulkarni^1^, Jiansheng Huang^1^, Eric Tycksen^2^, Paul F. Cliften^2^, and David A. Rudnick^1,3,*^

**Supporting Information – List of Supporting Materials**

RXR ChIP-Seq: Additional considerations regarding ENCODE quality control guidelines (see below).

Supplementary Figure S1: Immunoblot of anti-RXR ChIP-Seq antibody reactivity with liver (see below)

Supplementary Figure S2: Initial mouse body weights (see below)

Supplementary Figure S3: Exemplar gene expression by RT-qPCR (see below)

1. Supplementary Table S1: Gene-Specific Oligonucleotide Primers for RT-qPCR (see below)

2. Supplementary Table S2: RNA-Seq, RXR-ChIP Seq, and BETA data summary (see Excel Table S2)

3. Supplementary Table S3 GAGE analysis for gene-set level changes (See Excel Table S3)

4. Supplementary Table S4: GSEA on RNA-Seq data from HFD vs. control diet in WT mice

5. Supplementary Table S5: GSEA on RNA-Seq data from HFD vs. control diet in KO mice

**RXR ChIP-Seq: Additional considerations regarding ENCODE quality control guidelines.** The studies reported here adhered to the guidelines and practices recommended for analyses and quality control of ChIP-Seq data by the Encyclopedia of DNA elements (i.e. ENCODE and modENCODE) consortia guidelines (1). These include recommendations to validate the specificity of the ChIP target transcription factor antibody by immunoblot and quantification, as shown in Supplementary Figure 1, and also to assess each replicate of immunoprecipitated chromatin for quality metrics including NSC, RSC, Qtag score, and Irreproducible Discovery Rate (IDR) data. The latter analyses showed that the RSC scores for our ChIP samples were consistently lower than the ENCODE guidelines, which has also previously been reported in ChIP-seq samples prepared from liver tissue versus other sources (as shown in Table S1 in reference (2)). IDR analyses on our ChiP-seq samples were also conducted and showed variability above the self-consistency thresholds within the WT treatment groups. However, comparisons of the maximum number of peaks from the original replicates to the pooled pseudo-replicate peak number were within the ENCODE guidelines. Also of note, our biological replicates were from separate animals rather than from independent cell cultures, embryo pools or tissue samples. The latter biological samples account for most substrates of the ENCODE experiments. Thus, we anticipated some variability when considering experimental design, based on which we used liver samples from each of 5 mouse replicates per group, retained all replicates for these analyses, and applied additional stringencies, as described below, for those analyses.

Efforts to conduct PPARγ ChIP-Seq analyses on liver were also attempted here, based on similar analyses of other cell types and tissues (e.g. adipose, adipocyte lineage cells, HT-29, and human leukemia cells) available in GEO DataSets (<https://www.ncbi.nlm.nih.gov/gds/>). However, these efforts were unsuccessful because, despite testing multiple ChIP-grade antibodies used to generate ChIP data from those other cell types and tissues (as reported in GEO DataSets) we were unable to identify a PPARγ antibody meeting the ENCODE guidelines described above when tested on mouse liver (S. Kulkarni, J. Huang, and D.A. Rudnick, unpublished observations). We were also unable to identify any reports describing PPARγ ChIP-Seq analyses of liver tissue either in PubMed or GEO Datasets. Based on these considerations and in order to assess the liver PPARγ-dependence of RXR liver DNA binding in the samples studied here, RXR-ChIP-Seq studies were conducted on livers from WT and liver-specific PPARγ KO mice and the result compared.

**Supplementary Figure S1: Immunoblot analysis of anti-RXR ChIP-Seq antibody reactivity with liver**

**
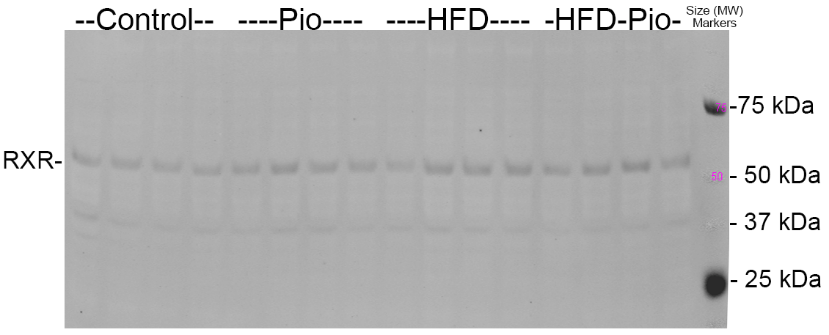
Supplementary Figure 1:** Immunoblot analysis of the anti-RXRα/β/γ (Santa Cruz sc-774) antibody that was used for the ChIP-Seq studies reported here. The predominant detectable band in all liver samples (i.e. from control, Pio-treated, HFD-treated and HFD-Pio-treated mice) is ~53 kDa band, which is the molecular weight of RXR, and accounts for >50% of the total detected signal in each lane (average 81% across all samples, as assessed using Odyssey Infrared Imaging System Application Software Version 3.0.21, Licor Biosciences), which is consistent with the ENCODE and modENCODE guidelines (1,2).

**Supplementary Figure S2: Initial mouse body weights**

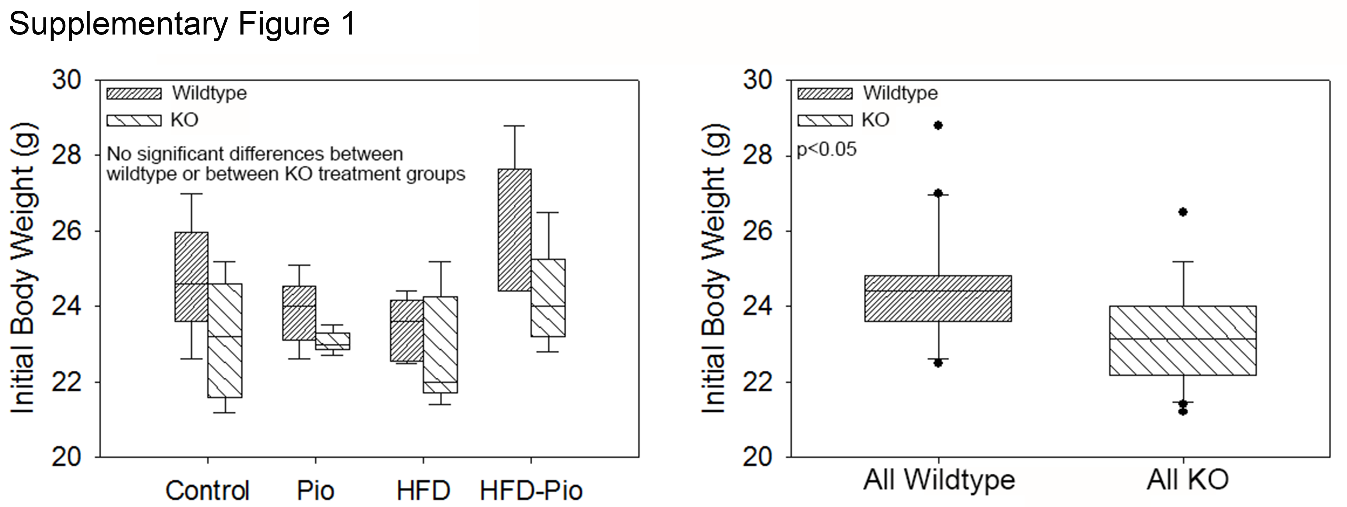

**Supplementary Figure S2:** The left panel shows initial body weights (in grams) of WT and KO mice (as designated) that were subsequently assigned to the indicated experimental groups (no significant differences between groups). The right panel shows a summary of initial body weights in all WT versus all KO mice (p<0.05).

**Supplementary Figure S3: RT-qPCR validation of patterns of exemplar gene expression in Figure 3**

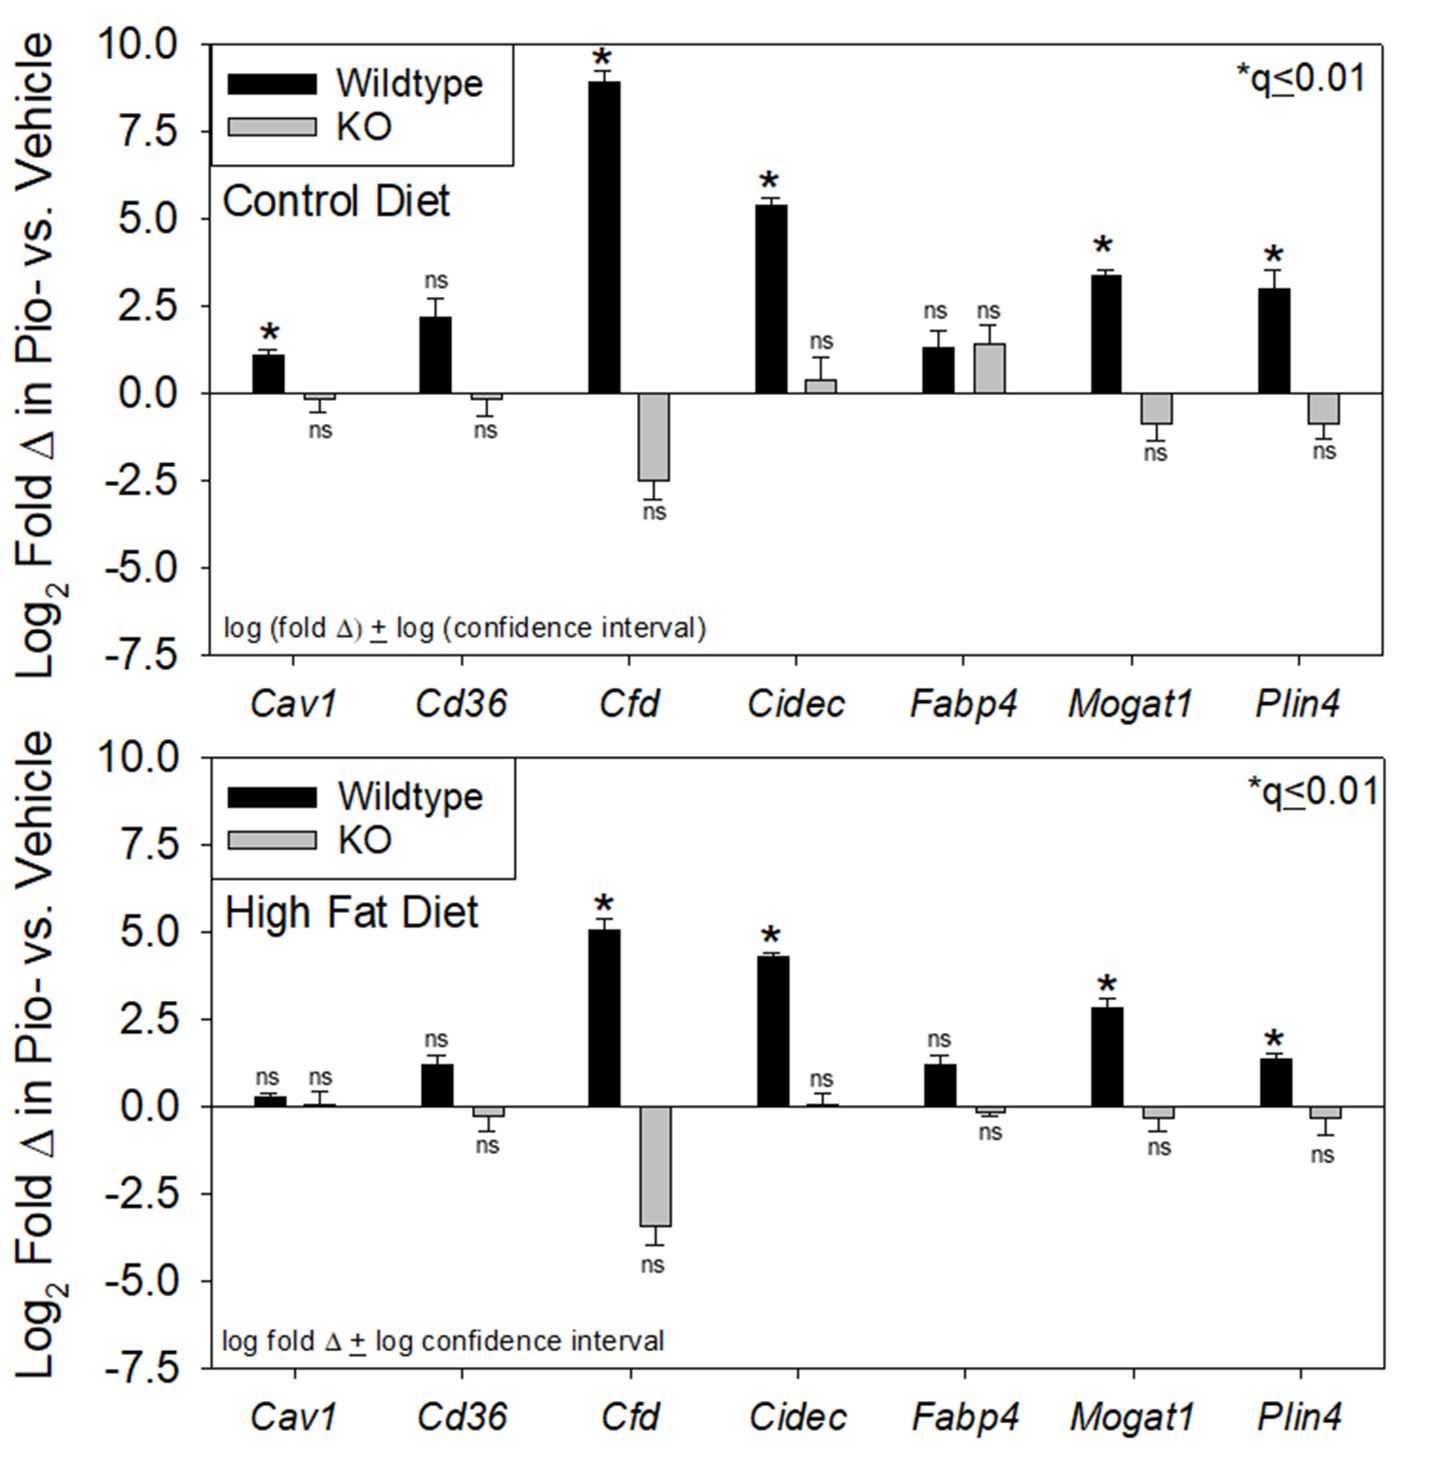

**Supplementary Figure S3:** Summary of RT-qPCR based analyses of exemplar genes whose RNA-Seq based patterns of expression are depicted in Figure 3.

**Supplementary Table S1: Gene-Specific Oligonucleotide Primers for RT-qPCR:**

| **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| Cav1 | GCGCACACCAAGGAGATTGA | GATGCCGTCGAAACTGTGTG |
| Cd36 | TGGTGCAGTCCTGGCTGTGTT | GTGTGGTCCTCGGGGTCCTG |
| Cfd | GCTGTCAGAATGCACAGCTC | CAGAATCCGGCCTCGGG |
| Cidec | GATCGGAAGGTTCGCAAAGG | TGTCTCCACGATTGTGCCAT |
| Fabp4 | GCAGCTTCCTTCTCACCTTGA | TGGCAAAGCCCACTCCTACT |
| Mogat1 | GAGTTCGCGCCACTCAACAC | GTACAGGACCAGCATCACCAT |
| Plin4 | CTGCCCCCTCATCTAAAGTGT | TCCTTGTCTCCAGCTGTCTGTTC |

**Supplementary Table S4: Gene Set Analysis* on RNA-Seq Data from HFD vs. Control diet Treated WT Mice**

**A. Induced by HFD in WT mice in the absence of Pio**

| **Gene Set Name [# in Hallmark set]** | **Description** | **Overlap** | **q-value** |
| --- | --- | --- | --- |
| [FATTY_ACID_METABOLISM](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_FATTY_ACID_METABOLISM) [[158](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_FATTY_ACID_METABOLISM&fileType=grp)] | Genes encoding proteins involved in metabolism of fatty acids. | 18 | 8.09 e^-19^ |
| [BILE_ACID_METABOLISM](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_BILE_ACID_METABOLISM) [[112](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_BILE_ACID_METABOLISM&fileType=grp)] | Genes involve in metabolism of bile acids and salts. | 10 | 1.59 e^-9^ |
| [XENOBIOTIC_METABOLISM](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_XENOBIOTIC_METABOLISM) [[200](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_XENOBIOTIC_METABOLISM&fileType=grp)] | Genes encoding proteins involved in processing drugs & xenobiotics. | 12 | 1.59 e^-9^ |

**B. Induced by HFD in WT mice in the presence of Pio**

| **Gene Set Name [# in Hallmark set]** | **Description** | **Overlap** | **q-value** |
| --- | --- | --- | --- |
| [FATTY_ACID_METABOLISM](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_FATTY_ACID_METABOLISM) [[158](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_FATTY_ACID_METABOLISM&fileType=grp)] | Genes encoding proteins involved in metabolism of fatty acids. | 56 | 2.4 e^-37^ |
| [OXIDATIVE_PHOSPHORYLATION](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_OXIDATIVE_PHOSPHORYLATION)  [[200](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_OXIDATIVE_PHOSPHORYLATION&fileType=grp)] | Genes encoding proteins involved in oxidative phosphorylation. | 52 | 1.79 e^-27^ |
| [PEROXISOME](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_PEROXISOME) [[104](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_PEROXISOME&fileType=grp)] | Genes encoding components of peroxisome. | 36 | 6.03 e^-24^ |
| [XENOBIOTIC_METABOLISM](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_XENOBIOTIC_METABOLISM) [[200](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_XENOBIOTIC_METABOLISM&fileType=grp)] | Genes encoding proteins involved in processing drugs & xenobiotics. | 43 | 1.59 e^-19^ |
| [ADIPOGENESIS](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_ADIPOGENESIS) [[200](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_ADIPOGENESIS&fileType=grp)] | Genes up-regulated during adipocyte differentiation (adipogenesis). | 37 | 8.87 e^-15^ |
| [HEME_METABOLISM](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_HEME_METABOLISM) [[200](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_HEME_METABOLISM&fileType=grp)] | Genes involved in metabolism of heme and erythroblast differentiation. | 37 | 8.87 e^-15^ |
| [BILE_ACID_METABOLISM](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_BILE_ACID_METABOLISM) [[112](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_BILE_ACID_METABOLISM&fileType=grp)] | Genes involve in metabolism of bile acids and salts. | 27 | 6.27 e^-14^ |
| [DNA_REPAIR](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_DNA_REPAIR) [[150](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_DNA_REPAIR&fileType=grp)] | Genes involved in DNA repair. | 30 | 3.88 e^-13^ |
| [UV_RESPONSE_UP](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_UV_RESPONSE_UP) [[158](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_UV_RESPONSE_UP&fileType=grp)] | Genes up-regulated in response to ultraviolet (UV) radiation. | 27 | 2.87 e^-10^ |
| [REACTIVE_OXYGEN_SPECIES_ PATHWAY](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_REACTIVE_OXYGEN_SPECIES_PATHWAY) [[49](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_REACTIVE_OXYGEN_SPECIES_PATHWAY&fileType=grp)] | Genes up-regulated by reactive oxygen species (ROS). | 14 | 1.1 e^-8^ |

**C. Suppressed by HFD in WT mice in the absence of Pio:** No overlaps found.

**D. Suppressed by HFD in the presence of Pio**

| **Gene Set Name [# in Hallmark set]** | **Description** | **Overlap** | **q-value** |
| --- | --- | --- | --- |
| [HALLMARK_CHOLESTEROL_ HOMEOSTASIS](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_CHOLESTEROL_HOMEOSTASIS) [[74](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_CHOLESTEROL_HOMEOSTASIS&fileType=grp)] | Genes involved in cholesterol homeostasis. | 27 | 4.17 e^-19^ |
| [HALLMARK_MYC_TARGETS_V1](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_MYC_TARGETS_V1) [[200](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_MYC_TARGETS_V1&fileType=grp)] | A subgroup of genes regulated by MYC - version 1 (v1). | 34 | 5.18 e^-13^ |
| [HALLMARK_MTORC1_SIGNALING](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_MTORC1_SIGNALING)  [[200](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_MTORC1_SIGNALING&fileType=grp)] | Genes up-regulated through activation of mTORC1 complex. | 33 | 2 e^-12^ |
| [HALLMARK_MITOTIC_SPINDLE](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_MITOTIC_SPINDLE) [[199](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_MITOTIC_SPINDLE&fileType=grp)] | Genes important for mitotic spindle assembly. | 32 | 7.29 e^-12^ |
| [HALLMARK_INTERFERON_GAMMA_ RESPONSE](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_INTERFERON_GAMMA_RESPONSE) [[200](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_INTERFERON_GAMMA_RESPONSE&fileType=grp)] | Genes up-regulated in response to IFNG [GeneID=3458]. | 27 | 2.06 e^-8^ |
| [HALLMARK_G2M_CHECKPOINT](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_G2M_CHECKPOINT) [[200](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_G2M_CHECKPOINT&fileType=grp)] | Genes involved in the G2/M checkpoint. | 26 | 7.58 e^-8^ |
| [HALLMARK_APICAL_JUNCTION](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_APICAL_JUNCTION) [[200](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_APICAL_JUNCTION&fileType=grp)] | Genes encoding components of apical junction complex. | 25 | 2.75 e^-7^ |
| [HALLMARK_UV_RESPONSE_DN](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_UV_RESPONSE_DN) [[144](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_UV_RESPONSE_DN&fileType=grp)] | Genes down-regulated in response to UV radiation. | 20 | 9.55 e^-7^ |

**Supplementary Table S5: Gene Set Analysis* on RNA-Seq Data from HFD vs. Control Diet Treated KO Mice**

**A. Induced by HFD in KO mice in the absence of Pio**

| **Gene Set Name [# in Hallmark set]** | **Description** | **Overlap** | **q-value** |
| --- | --- | --- | --- |
| [CHOLESTEROL_HOMEOSTASIS](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_CHOLESTEROL_HOMEOSTASIS) [[74](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_CHOLESTEROL_HOMEOSTASIS&fileType=grp)] | Genes involved in cholesterol homeostasis. | 22 | 5.56 e^-29^ |
| [MTORC1_SIGNALING](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_MTORC1_SIGNALING) [[200](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_MTORC1_SIGNALING&fileType=grp)] | Genes up-regulated by activation of mTORC1 complex. | 14 | 2.04 e^-9^ |

**B. Induced by HFD in KO mice in the presence of Pio**

| **Gene Set Name [# in Hallmark set]** | **Description** | **Overlap** | | **q-value** |
| --- | --- | --- | --- | --- |
| [CHOLESTEROL_HOMEOSTASIS](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_CHOLESTEROL_HOMEOSTASIS) [[74](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_CHOLESTEROL_HOMEOSTASIS&fileType=grp)] | Genes involved in cholesterol homeostasis. | | 11 | 1.26 e^-14^ |
| [XENOBIOTIC_METABOLISM](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_XENOBIOTIC_METABOLISM) [[200](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_XENOBIOTIC_METABOLISM&fileType=grp)] | Genes encoding proteins involved in processing drugs & xenobiotics. | | 9 | 1.88 e^-7^ |
| [FATTY_ACID_METABOLISM](http://software.broadinstitute.org/gsea/msigdb/geneset_page.jsp?geneSetName=HALLMARK_FATTY_ACID_METABOLISM) [[158](http://software.broadinstitute.org/gsea/msigdb/download_geneset.jsp?geneSetName=HALLMARK_FATTY_ACID_METABOLISM&fileType=grp)] | Genes encoding proteins involved in metabolism of fatty acids. | | 8 | 3.52 e^-7^ |

**C. Suppressed by HFD in KO mice in the absence of Pio**: No overlaps found.

**D. Suppressed by HFD in the presence of Pio**: No overlaps found

*Using the Broad Institute platform with the Hallmark Gene Sets platform to identify the top 10 categories with p < 1e^-6^ (see text for details).

1. Landt, S. G., Marinov, G. K., Kundaje, A., Kheradpour, P., Pauli, F., Batzoglou, S., Bernstein, B. E., Bickel, P., Brown, J. B., Cayting, P., Chen, Y., DeSalvo, G., Epstein, C., Fisher-Aylor, K. I., Euskirchen, G., Gerstein, M., Gertz, J., Hartemink, A. J., Hoffman, M. M., Iyer, V. R., Jung, Y. L., Karmakar, S., Kellis, M., Kharchenko, P. V., Li, Q., Liu, T., Liu, X. S., Ma, L., Milosavljevic, A., Myers, R. M., Park, P. J., Pazin, M. J., Perry, M. D., Raha, D., Reddy, T. E., Rozowsky, J., Shoresh, N., Sidow, A., Slattery, M., Stamatoyannopoulos, J. A., Tolstorukov, M. Y., White, K. P., Xi, S., Farnham, P. J., Lieb, J. D., Wold, B. J., and Snyder, M. (2012) ChIP-seq guidelines and practices of the ENCODE and modENCODE consortia. *Genome Res* **22**, 1813-1831

2. Marinov, G. K., Kundaje, A., Park, P. J., and Wold, B. J. (2014) Large-scale quality analysis of published ChIP-seq data. *G3 (Bethesda)* **4**, 209-223

How the deposited data were processed for this re-analysis (not part of the article)

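RNA sequencing counts from the livers of 40 mice were analysed here, 20 WT and 20 with PPARγ deleted in the liver (KO). Each genotype had 4 groups of 5 mice, which received control diet, control diet with Pio, HFD or HFD with Pio. The paper gives 4 or 5 mice per group, and the counts cover 5 in every group. All 40 columns of counts matched a sample by the mouse number and group in their labels, and 0 columns were left without a match. The authors selected poly-A RNA, aligned the reads to GRCm38 with STAR and counted uniquely aligned, unambiguous reads per gene with Subread featureCounts. The values are whole numbers without normalization, with 1 column per mouse and a separate table for each genotype. A sequencing or library batch that follows the genotype can thus not be separated from it. The binding data of the paper were not analysed here.

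Genes with several Entrez identifiers are listed more than once, which gives 598 repeated lines in the KO table and 574 in the WT table. In 0 genes did the repeats differ, and 1 line was kept for each. The tables were joined by Ensembl gene identifier, which kept 40594 genes. Another 96 genes occur only in the WT table, where they hold 0.00688% of the counts, and were left out. The symbols of 282 joined genes differ between the tables, and those of the WT table were used. The paper excluded ribosomal genes, without listing them, and genes below 1 CPM in fewer than 5 samples. Here the 355 rRNA genes were removed, and genes needed at least 1 CPM in at least 5 of the 40 mice. This left 12942 genes and removed 27297. Before the removal of rRNA, WT libraries held 15789401 to 49860981 counts, a 3.16-fold range, and KO libraries 21542958 to 28334251, a 1.31-fold range. Group medians were 27683726 in WT control, 25321254 in WT Pio, 18061374 in WT HFD and 23276117 in WT HFD-Pio mice, and 24741224, 24759887, 23402279 and 25156615 in the KO groups in the same order. The common dispersion was 0.085, and simulated changes of 5 against 5 mice at these depths were measured with a median error of 0.176 on the log2 scale. Transcripts, splicing, alleles and sequence variants were not analysed, since only gene totals were held.

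Counts were analysed in R 4.3.3 with edgeR 4.0.16. TMM factors, robust dispersion estimates and the robust quasi-likelihood fit were computed in 1 model with a mean for each of the 8 groups. The quasi-likelihood F test was applied to 12 comparisons: Pio against no Pio in each genotype on each diet, HFD against control diet in each genotype with and without Pio, the difference between the Pio effects on the 2 diets in each genotype, and the difference between the Pio effects in KO and WT mice on each diet. P values were adjusted within each comparison by the Benjamini-Hochberg method, and a gene was called at an adjusted p of at most 0.05. The exact permutation test compared 5 mice with 5 for single genes and summary values, two-sided. Separation of the groups within a genotype was tested by a permutational analysis of variance on Euclidean distances of log2 CPM with a prior count of 2 and 100000 permutations (1e+05), and described by principal components and silhouette widths. No sample was grouped or removed by its values. Limma 3.58.1, DESeq2 1.42.0, data.table 1.17.8, fgsea 1.28.0 (for its mouse Reactome lists), Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were also used. Gene coordinates, exon lengths and overlaps between genes came from GENCODE M21 for GRCm38, which gave an exon length for 12932 of the tested genes (99.9%), and the GC content of each gene, in percent, came from the count tables as deposited, where how it was made is not stated.

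Gene lists were written by symbol. The 7 lists of pathways (tested genes) were oxidative phosphorylation (79), mitochondrial ribosome (74), fatty acid oxidation (45), cholesterol biosynthesis (26), glycolysis (23), bile acid synthesis and transport (27) and unfolded protein response (33). They were tested by camera with a preset inter-gene correlation of 0.01 in the 4 Pio comparisons and for the difference between the diets in WT mice, with Benjamini-Hochberg adjustment over the 35 tests. The Hallmark lists of the paper were not held, so these lists hold other genes than the paper's. Lists of clock genes (15), immediate early genes (12), adipocyte (3 of 8 tested), blood (5), macrophage (8) and pancreatic acinar markers (1 of 14 tested), skeletal muscle markers (7, none past the filter) and Y chromosome genes (4) served to describe the libraries.

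Genes were named by a rule. It covers the 7 genes that the paper's text names for these data (Cav1, Cd36, Cfd, Cidec, Fabp4, Mogat1 and Plin4), Pparg, and Ndufs1, Dld and Mgst3 from Figure 6(b). It adds, for each comparison, up to 3 genes with the largest positive and up to 3 with the largest negative log2 fold change among called genes with a mean of at least 5 CPM over the 40 mice. In the 8 comparisons of 2 groups these genes also had no overlap between the 2 groups. For a tested list it adds up to 2 called genes in each direction. Some values of these genes in Figure 3 and in the part of Table S2 that was held (the first 714 genes listed) had been seen when the rule was written.

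The alternatives were DESeq2 without independent filtering, limma's voom with sample quality weights (the authors' method), relative log expression factors in place of TMM, no filter on low counts (27839 genes), a filter of 1 CPM in at least 20 mice (12001 genes), removal of 83 ribosomal protein genes, a fit of each genotype alone, a fit of only the 2 groups compared, and a fit without each of the 40 mice in turn. For the exemplar genes an adjusted p of 0.01 was tried. For the lists they were fry, camera with the correlation estimated for each list, camera on limma with sample weights, and the Reactome lists. For the separation of groups they were the 500 most variable genes, the called genes, Spearman distances and a prior count of 0.5. The lists, the rule for named genes, the comparisons, the tests and these alternatives were chosen before the data were examined. Limma's voom without sample weights was added after the data were seen. Other splits of the same mice into groups of 5 were fitted 60 times for each comparison, the real split included.

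The steps were tested on simulated data with 200 genes changed in the WT Pio group among 12942 genes and the same depths. A list of 50 other genes was shifted by 0.5 on the log2 scale in that group. Where a change was simulated, these 50 were not counted among the unchanged genes. EdgeR recovered 173 of the 200 genes (86.5%) in the comparison of WT Pio with WT control mice, with 9 unchanged genes called. It recovered 178 (89%) in that of WT HFD-Pio with WT Pio mice, 145 (72.5%) for the difference between the diets and 148 (74%) for the difference between the genotypes, and it called 0 genes in the 2 simulated comparisons without a change that were examined.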

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

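For mouse 13, the tests of library size, of RNA from other tissues, of GC content and gene length as the whole cause, of a WT Pio mouse under a KO label and, by the exemplar genes and Pparg, of any WT mouse under a KO label were chosen after the result was seen, as were the test of adipose RNA for the exemplar genes, the use of the clock score for the differences between groups and the test of the time of liver collection for the clock genes. In 40 sets of 5 values (5 measures in each of the 8 groups), 3 mice lay far from the other 4 of their group, where chance gives about 2. The distance is the gap to the nearest mouse divided by the range of the group, with a critical value of 0.71. WT HFD mouse 827 had a mean log2 CPM of the 7 exemplar genes of 3.80, and the next WT HFD mouse 2.80 (distance 0.912). WT control mouse 832 had a mean log2 CPM of the oxidative phosphorylation genes of 4.92, and the next WT control mouse 6.00 (distance 0.803). KO Pio mouse 13 lay at 187 on the first principal component of the KO mice, and the next KO Pio mouse at -0.88 (distance 0.955). Across genes, the deviation from the group correlated with GC content by -0.079 in mouse 827 and -0.10 in mouse 832, and with exon length by -0.18 and 0.32. The mice of a group share genotype, diet and drug, so the design gives no biological explanation for these 3 mice and none was tested.

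KO Pio mouse 13 differs from the other KO mice across the genome. The SD across genes of its deviation from its group was 1.72 on the log2 scale, against at most 0.819 in the other 39 mice. Its library of 27372471 counts lies within the range of the other KO mice, which argues against library size. The deviation correlated with GC content by 0.539, outside the -0.52 to 0.33 of the other mice, and with exon length by -0.066, inside their range. GC content bias may therefore account for part of the deviation, but GC content and length together explain 33.3% of its variance and leave an SD of 1.40, above that of every other mouse. Markers of adipose tissue, pancreas, blood and muscle summed to 482 CPM, against 535.6 in KO Pio mouse 15 and 2060 in WT control mouse 834. Blood markers dominate this sum, so it tells little about the other tissues. Acinar and muscle markers reached at most 158.7 and 0.836 CPM in a KO Pio mouse, below 988.1 and 17.8 in a KO HFD mouse. Fabp4 had 2.195 CPM in mouse 13, against up to 35.24 in another KO mouse. These values argue against RNA from these tissues. All 7 exemplar genes lay below the lowest WT Pio mouse, which argues against a WT Pio mouse under a KO label. For a WT mouse of another group under this label no test decided. Of the 7 exemplar genes and Pparg, 7 of 8 lay below the lowest of all 20 WT mice, for example Cd36 with 9.15 CPM against 21.7, which goes against such a mouse, while of 3762 genes that separate WT Pio from the other KO Pio mice, mouse 13 lay nearer the KO mean in 1378 (36.6%), which goes the other way. With a profile this far from both genotypes it cannot be told apart which it has. Apoe had 102600 CPM in mouse 13 and at most 20820 in another KO mouse, and mitochondrially encoded genes held 0.853% of its counts. The quality of its RNA was not analysed here.

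The effect of Pio differed between groups in 3 comparisons. It differed between the diets in WT mice for 10 genes, between the genotypes on control diet for 1018 and between the genotypes on HFD for 12 (edgeR, with 1564, 3515 and 768 genes at an unadjusted p under 0.05). Of 60 splits of the same mice, 3 called at least 10 genes for the difference between the diets, so chance cannot be excluded for that count. For the differences between the genotypes 1 of 60, the real one, called as many on either diet. Other splits called up to 248 genes on control diet and 2 on HFD. This argues against chance for them, but 60 of 31752 possible splits cannot give a share below 0.01667. Without KO Pio mouse 13 the count on control diet was 738, which argues against this library as the cause of the whole difference, and that on HFD was 21. For the difference between the diets leaving out 1 mouse gave 0 to 668 genes. The count tables are separate for each genotype, but a constant difference between the tables cancels in these comparisons, and the labels name no other batch. With a score of the clock genes as covariate, 0 of the 10 genes stayed called for the difference between the diets (1558 genes at an unadjusted p under 0.05 in edgeR, the only tool run with the score), so the time of liver collection stays open for it. Of the 1018 and 12 genes for the differences between the genotypes, 767 and 12 stayed called (of 2748 and 12 called with the score), which argues against the time of collection as the whole cause of these. The condition itself, PPARγ or diet, stays open as a hypothesis beside these.

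Among the exemplar genes, the effect of Pio on control diet was lower in KO than in WT mice by -1.84 for Cav1, -1.96 for Cd36, -7.11 for Cfd, -2.57 for Cidec, -2.65 for Fabp4, -3.06 for Mogat1 and -2.86 for Plin4 on the log2 scale (edgeR's test of the interaction, each called). On HFD this was so for Cfd (-7.82) and Cidec (-2.81). Cfd, Fabp4 and Cav1 are expressed in adipose tissue, whose RNA could enter a liver sample. The largest value of Adipoq or Plin1 in a WT Pio mouse was 0.131 CPM, while mean Cfd there was 208 CPM, which argues against adipose RNA. With a score of the clock genes as covariate, 6 of the 7 genes were still called for Pio in WT mice on control diet, which argues against the time of liver collection for these 6, and Mogat1 was not. Of all 506 genes called there, 128 stayed called, while 413 genes in all were called with the score, so for most of them the time of collection stays open. None of these differences changed its sign in a leave-one-out fit. The calls on control diet were lost for Cd36 without WT Pio mouse 845 (-1.80) or KO control mouse 5 (-1.48), for Mogat1 without KO control mouse 2 (-2.62) and for Fabp4 without any 1 of 9 mice, and that of Cidec on HFD in 5 fits, with the values given at the results. A dependence of these genes on PPARγ in hepatocytes remains as a hypothesis. For Cfd and Cidec a fault in 1 group could not give the differences on both diets, since the comparisons on the 2 diets share no group.

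In WT mice the effect of Pio on 2 gene lists differed between the diets. The median difference (HFD minus control diet) was -0.67 for cholesterol biosynthesis (camera, FDR = 3.66e-07) and 0.23 for the unfolded protein response (FDR = 0.0268). With relative log expression factors these were -0.68 and 0.22 and both were called, but these factors move the values too little to test the normalization. Fry and camera with an estimated correlation called neither, so the result depends on how the correlation between genes of a list is treated. WT control mouse 832 is far from its group in the oxidative phosphorylation genes. Without it the medians were -0.56 and 0.24 and both were called, which argues against this mouse as the cause. The call for cholesterol biosynthesis was kept in every leave-one-out fit. That for the unfolded protein response was lost without WT HFD mouse 827 (0.18) or 830 (0.27), WT control mouse 833 (0.21), WT HFD-Pio mouse 840 (0.093), WT Pio mouse 843 (0.21) or KO Pio mouse 13 (0.23), with 0.093 to 0.31 over all 40 fits, and was not made by camera on limma with sample weights (0.084) or with the Reactome list (0.031). The median for cholesterol biosynthesis was 0.67 for Pio on control diet, -0.066 for HFD without Pio and -0.83 for HFD with Pio, and that for the unfolded protein response -0.39, -0.037 and 0.18. For the unfolded protein response the median near 0 for HFD without Pio decides nothing, because its genes moved both ways (Herpud1 by 0.84 and Atf3 by -3.37). Of the 26 cholesterol biosynthesis genes, 0 were called for HFD without Pio by edgeR, DESeq2 or limma with or without sample weights. In edgeR 4 had an unadjusted p under 0.05 there. With Pio, 12 were lower on HFD and 0 higher in edgeR when adjusted over the list alone. A process in the WT control mice alone would not reach the comparison of HFD with Pio, which holds none of these mice. The lower cholesterol biosynthesis genes there argue against it for this list, unless HFD by itself also lowers these genes. In KO mice the same difference had medians of -0.68 for cholesterol biosynthesis and 0.30 for the unfolded protein response. No list test of it was run there, and edgeR called 0 genes of either list for it. The medians of cholesterol biosynthesis for HFD in KO mice were 1.16 without Pio and 0.62 with Pio, unlike those in WT mice. Whether the difference is limited to WT mice was therefore not decided. A joint response to diet and Pio and another process that differs in the WT Pio mice stay open for both lists. One in the WT control mice stays open for the unfolded protein response, and for cholesterol biosynthesis only beside such an effect of HFD.

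The paper's text does not discuss clock genes. Of 15 such genes, 8 were called for Pio in WT mice on control diet, 4 higher and 4 lower (edgeR, and 13 when adjusted over the list alone). Among the called genes the largest changes were those of Ciart (2.01, adjusted p = 0.0133 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Per3 (1.67, 0.0341), Npas2 (-2.10, 0.00829) and Cry1 (-1.54, 0.00171). The calls of Ciart, Npas2 and Cry1 were kept in every leave-one-out fit, and that of Per3 was lost in fits with 1.58 without WT control mouse 831, 1.49 without WT control mouse 832, 1.72 without WT control mouse 833, 1.54 without WT control mouse 834, 1.69 without WT Pio mouse 842, 1.67 without WT Pio mouse 844 and 1.63 without WT Pio mouse 845. All 10 genes that peak with Dbp rose and 4 of the 5 that peak with Arntl fell, so 14 of 15 moved as a shift in phase would move them. Within groups the 2 sets run opposite to each other (correlation -0.75 over 39 mice). The mean difference between the sets was 2.34 higher in WT Pio than in WT control mice, with all WT Pio mice above all WT control mice (exact permutation test, p = 0.00794, and 0.0635 after Benjamini-Hochberg adjustment over 8 comparisons). A difference in the time of liver collection and an effect of Pio on the clock cannot be told apart, because neither collection times nor their order were held. On HFD 0 of the 15 genes were called in WT mice by edgeR, DESeq2 or limma with or without sample weights, with 3 at an unadjusted p under 0.05 in edgeR. In KO mice edgeR called 0 on either diet, with 4 genes on control diet and 1 on HFD at an unadjusted p under 0.05, and limma with sample weights called 3 on control diet.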

How the results depend on the processing

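Limma without sample weights is the setting chosen after the results were seen. The 204 results were computed again under the alternatives, which gave 9530 values. Of these, 8543 kept the direction and the side of the threshold (counts stayed within 1.5 times), 858 were weaker, 83 stronger and 46 reversed. In 83 results every alternative kept both, and in 97 those alternatives did that kept all mice. Among the former are Cd36, Cfd, Cidec, Fabp4, Mogat1 and Plin4 for Pio in WT mice on control diet, all 7 exemplar genes for Pio in WT mice on HFD, and the separation of the 4 groups in each genotype. The filter at 1 CPM in 20 mice removes Mogat1, which has no value there. No paired analysis was possible because the groups share no replicate numbers. The Reactome lists include none for the mitochondrial ribosome, so this alternative was not run for it. Relative log expression factors kept 197 of 198 values, with a change only for Col27a1 on HFD in WT mice (-1.32), and removal of ribosomal protein genes 160 of 163.

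The counts of called genes depend on the test, on the groups fitted together and on single mice. In edgeR with all mice they were 506 for Pio in WT mice on control diet, 140 for Pio in WT mice on HFD, 1166 for Pio in KO mice on control diet and 2 for Pio in KO mice on HFD. For HFD they were 170 for WT mice without Pio, 158 for WT mice with Pio, 24 for KO mice without Pio and 642 for KO mice with Pio. They were 10 for the difference between the diets in WT mice, 0 (1562 at an unadjusted p under 0.05) for the difference between the diets in KO mice, 1018 for the difference between the genotypes on control diet, 12 for the difference between the genotypes on HFD and 49 for genes called in the same direction on both diets in WT mice. DESeq2 called 813 for Pio in WT mice on control diet, 360 for Pio in WT mice on HFD, 8 for Pio in KO mice on HFD, 376 for HFD in WT mice without Pio and 380 for HFD in WT mice with Pio. It also called 53 for HFD in KO mice without Pio, 1005 for HFD in KO mice with Pio, 127 for the difference between the diets in WT mice, 26 for the difference between the genotypes on HFD and 98 for genes called in the same direction on both diets in WT mice. Limma with sample weights called 3095 for Pio in WT mice on control diet, 1087 for Pio in WT mice on HFD, 0 (775 at an unadjusted p under 0.05) for Pio in KO mice on HFD, 327 for HFD in WT mice without Pio, 2937 for HFD in WT mice with Pio and 542 for HFD in KO mice without Pio. It also called 309 for HFD in KO mice with Pio, 1378 for the difference between the diets in WT mice, 52 for the difference between the diets in KO mice, 1998 for the difference between the genotypes on control diet, 354 for the difference between the genotypes on HFD and 294 for genes called in the same direction on both diets in WT mice. The sign was reversed for Cd36 (0.13, against -0.17) and Mrps34 (-0.017, against 1.68) in KO mice on control diet, Cd36 (-0.17, against 0.20) and Cidec (-0.12, against 0.44) in the difference between the diets in WT mice and Fabp4 (0.39, against -0.11) in KO mice on HFD. Limma without sample weights called 124 for Pio in KO mice on control diet, 0 (53 at an unadjusted p under 0.05) for Pio in KO mice on HFD, 107 for HFD in WT mice without Pio and 10 for HFD in KO mice without Pio. It also called 21 for HFD in KO mice with Pio, 0 (1357 at an unadjusted p under 0.05) for the difference between the diets in WT mice and 483 for the difference between the genotypes on control diet. The sign was reversed for Fabp4 (0.075, against -0.11) in KO mice on HFD. For these 3 tests the cause was not tested, apart from the weights, whose removal brings the count for Pio in WT mice on control diet to 463.

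EdgeR without a filter on low counts called 315 for Pio in WT mice on control diet, 70 for Pio in WT mice on HFD, 0 (766 at an unadjusted p under 0.05) for Pio in KO mice on HFD, 101 for HFD in WT mice without Pio and 86 for HFD in WT mice with Pio. It also called 15 for HFD in KO mice without Pio, 81 for HFD in KO mice with Pio, 0 (2217 at an unadjusted p under 0.05) for the difference between the diets in WT mice and 565 for the difference between the genotypes on control diet. The sign was reversed for Cidec (0.024, against -0.015) in KO mice on control diet. By construction it adjusts over more genes (27839). EdgeR with a filter at 1 CPM in at least 20 mice called 0 (95 at an unadjusted p under 0.05) for Pio in KO mice on HFD, 7 for the difference between the genotypes on HFD and 32 for genes called in the same direction on both diets in WT mice. The sign was reversed for Cidec (0.019, against -0.015) in KO mice on control diet. EdgeR without the ribosomal protein genes called 2 for the difference between the diets in WT mice. For these 2 the cause was not tested. EdgeR with each genotype fitted alone called 927 for Pio in WT mice on control diet, 0 (2970 at an unadjusted p under 0.05) for Pio in KO mice on control diet, 0 (112 at an unadjusted p under 0.05) for Pio in KO mice on HFD and 340 for HFD in WT mice without Pio. It also called 0 (556 at an unadjusted p under 0.05) for HFD in KO mice without Pio, 0 (2449 at an unadjusted p under 0.05) for HFD in KO mice with Pio, 1 for the difference between the diets in WT mice and 74 for genes called in the same direction on both diets in WT mice. The sign was reversed for Cidec (0.0071, against -0.015) in KO mice on control diet. EdgeR with only the 2 groups compared called 266 for Pio in WT mice on HFD, 0 (1037 at an unadjusted p under 0.05) for Pio in KO mice on control diet, 0 (415 at an unadjusted p under 0.05) for Pio in KO mice on HFD and 32 for HFD in WT mice without Pio. It also called 479 for HFD in WT mice with Pio, 0 (1468 at an unadjusted p under 0.05) for HFD in KO mice without Pio and 0 (721 at an unadjusted p under 0.05) for HFD in KO mice with Pio. The sign was reversed for Cidec (0.0037, against -0.015) in KO mice on control diet. These 2 fits estimate the spread from fewer mice.

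The list tests depend on the correlation between the genes of a list. Camera with the correlation estimated for each list lost all 18 calls made with the preset correlation, with the same medians. These were oxidative phosphorylation (0.16), fatty acid oxidation (0.52), cholesterol biosynthesis (0.67) and unfolded protein response (-0.39) in WT mice on control diet. Also lost were oxidative phosphorylation (0.095), fatty acid oxidation (0.44) and unfolded protein response (-0.14) in WT mice on HFD. So were fatty acid oxidation (-0.38), cholesterol biosynthesis (0.68), bile acid synthesis and transport (-0.35) and unfolded protein response (-0.45) in KO mice on control diet. The others were oxidative phosphorylation (0.14), mitochondrial ribosome (0.067), fatty acid oxidation (0.082), cholesterol biosynthesis (0.052) and unfolded protein response (-0.21) in KO mice on HFD, and cholesterol biosynthesis (-0.67) and unfolded protein response (0.23) for the difference between the diets in WT mice. Fry lost 15 of them and kept fatty acid oxidation and the unfolded protein response in WT mice on control diet, and the unfolded protein response in KO mice on control diet. Camera on limma with sample weights reversed oxidative phosphorylation (-0.0077) in WT mice on control diet and fatty acid oxidation (-0.020), cholesterol biosynthesis (-0.048) and bile acid synthesis and transport (-0.060) in KO mice on HFD. With these weights the call changed for mitochondrial ribosome (0.024) in KO mice on HFD and mitochondrial ribosome (0.17) and unfolded protein response (0.084) for the difference between the diets in WT mice, gained only by the mitochondrial ribosome for the difference between the diets. The Reactome lists reversed cholesterol biosynthesis (-0.011) and unfolded protein response (0.00055) in KO mice on HFD. They lost the calls of unfolded protein response (-0.085) in WT mice on control diet, unfolded protein response (-0.098) in WT mice on HFD, fatty acid oxidation (0.074) in KO mice on HFD and unfolded protein response (0.031) for the difference between the diets in WT mice, and gained that of bile acid synthesis and transport (0.068) in WT mice on control diet. Apart from the correlation itself, and from the other genes that the Reactome lists hold, the cause was not tested.

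Leaving out each of the 40 mice in turn kept 7263 of 7960 values, with 623 weaker, 44 stronger and 30 reversed. Counts that moved by more than 1.5 times ranged from 212 to 2011 for Pio in WT mice on control diet, 39 to 1504 for Pio in WT mice on HFD, 66 to 2315 for Pio in KO mice on control diet, 0 to 5 for Pio in KO mice on HFD and 58 to 849 for HFD in WT mice without Pio. Others ranged from 48 to 1123 for HFD in WT mice with Pio, 2 to 50 for HFD in KO mice without Pio, 2 to 2027 for HFD in KO mice with Pio, 0 to 668 for the difference between the diets in WT mice and 545 to 1977 for the difference between the genotypes on control diet. The remaining counts ran from 8 to 21 for the difference between the genotypes on HFD and 28 to 300 for genes called in the same direction on both diets in WT mice. In the lists whose call or sign changed, the medians ranged from 0.0057 to 0.23 for oxidative phosphorylation and -0.050 to 0.19 for bile acid synthesis and transport in WT mice on control diet. They ranged from 0.037 to 0.26 for oxidative phosphorylation and -0.25 to -0.090 for unfolded protein response in WT mice on HFD. The ranges were 0.022 to 0.086 for mitochondrial ribosome, -0.041 to 0.13 for fatty acid oxidation, -0.033 to 0.11 for cholesterol biosynthesis and -0.090 to 0.075 for bile acid synthesis and transport in KO mice on HFD. The lists gave -0.13 to 0.12 for oxidative phosphorylation, -0.016 to 0.15 for mitochondrial ribosome, -0.14 to 0.076 for bile acid synthesis and transport and 0.093 to 0.31 for unfolded protein response for the difference between the diets in WT mice. Single genes whose sign changed had log2 fold changes of -0.64 to 0.30 for Cd36, -1.75 to 0.30 for Cfd, -0.27 to 0.20 for Cidec, -0.20 to 0.92 for Fabp4, -0.21 to 4.66 for Acot3 and -0.027 to 1.93 for Mrps34 in KO mice on control diet. The genes had values of -0.13 to 0.38 for Cd36, -0.49 to 0.69 for Cidec and -0.64 to 0.33 for Mogat1 for the difference between the diets in WT mice. Other values were -0.067 to 0.31 for Cidec, -0.41 to 0.55 for Fabp4 and -0.36 to 0.054 for Plin4 in KO mice on HFD. Further values were -0.18 to 0.0038 for Pparg in WT mice on HFD. Of these genes only Acot3 and Mrps34 are called with all mice (4.00 and 1.68 in KO mice on control diet), and their call rests on KO Pio mouse 13. Beside the results the mice behind a change are named, or counted where many gave it. The call of Mrps34 was also lost without KO control mouse 1 (1.71), 2 (1.64) or 4 (1.69). For KO Pio mouse 13 the tests are given above, and for the others the cause was not tested.

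Depth limits what was measured for genes near the filter. Mogat1 had 0.761 CPM in WT control mice and Cfd 0.116 CPM in KO HFD-Pio mice, and 27297 genes below the filter were not tested. The shallowest library held 15789401 counts and the deepest 49860981. On simulated counts at these depths, with log2 changes of 1 to 3, edgeR recovered 86.5% of the changed genes for Pio in WT mice on control diet and 72.5% for the difference between the diets. Smaller changes were simulated only as a list of 50 genes shifted by 0.5, and how many of these were recovered singly was not examined.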

Differences from the paper's values

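All of the paper's values in this part apart from those of Tables S2 and S3 were read by eye from figures. The paper's Methods name limma with sample weights as its test, while the values given first here come from edgeR. The alternatives named were set before the data were examined, unless another origin is given, and those not named differ from the paper's value as well.

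For Pio in WT mice on control diet, the paper shows about 1500 genes higher in Figure 4(e), read by eye, and 316 were called here. The authors' method called 1515, and edgeR without KO Pio mouse 13 called 1091. The paper shows about 1500 lower in the same figure, read by eye, and 190 were called here, with 1580 by limma with sample weights. For Pio in WT mice on HFD, the paper shows about 470 higher and about 610 lower in Figure 4(e), read by eye, and 78 and 62 were called here. Here 467 and 620 were called by limma with sample weights, and edgeR without KO Pio mouse 13 called 669 and 835. The paper shows about 290 genes changed in the same direction on both diets in WT mice in Figure 4(e), read by eye, against 49 here, 294 by limma with sample weights and 300 without KO Pio mouse 13.

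In KO mice on control diet, the paper shows about 580 genes higher with Pio in Figure 4(f), read by eye, and 1003 were called here. The authors' method called 578, edgeR without a filter on low counts 751 and edgeR without KO control mouse 5 497. The paper shows about 640 lower, read by eye in the same figure, and 163 were called here, with 638 by limma with sample weights. For Pio in KO mice on HFD, the paper shows about 0 genes lower in Figure 4(f), read by eye, and 2 were called here, Elane and Orm2, with 134 genes at an unadjusted p under 0.05 in edgeR. The authors' method, edgeR without a filter on low counts, edgeR with a filter at 1 CPM in 20 mice, edgeR with each genotype fitted alone, edgeR with only the 2 groups compared and 36 of the 40 leave-one-out fits called 0 as well. DESeq2 called 8, and relative log expression factors and the removal of ribosomal protein genes left 2.

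For HFD in WT mice without Pio, the paper shows about 190 genes higher in Figure 4(g), read by eye, and 77 were called here. DESeq2 called 175, limma with sample weights 198, edgeR with the WT mice fitted alone 160 and edgeR without WT control mouse 831 145. With Pio, the paper shows about 1500 higher and about 1400 lower in Figure 4(g), read by eye, and 33 and 125 were called here, with 1524 and 1413 by limma with sample weights. For HFD in KO mice without Pio, the paper shows about 270 higher and about 250 lower in Figure 4(h), read by eye, and 21 and 3 were called here, with 276 and 266 by limma with sample weights. With Pio, the paper shows about 130 higher in Figure 4(h), read by eye, and 55 were called here. DESeq2 called 96, limma with sample weights 127, and edgeR called 154, 163 and 107 without KO Pio mouse 11, 14 and 15. The paper shows about 190 lower in Figure 4(h), read by eye, and 587 were called here, with 182 by limma with sample weights.

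Log2 fold changes with Pio in WT mice on control diet differ from those in Figure 3(a), read by eye, for 5 genes. A value is listed here where it differs in sign or by more than 1 standard error of the edgeR value, since no error of the paper's values was read from the figure. For Cd36 the paper shows about 2.3 and the value here is 1.78, with 2.22 by limma with sample weights and 2.13 without WT control mouse 832. For Cfd it shows about 6.0, read by eye, against 6.88 here, with 5.93 by limma with sample weights, 6.80, 6.65 and 6.79 without WT control mouse 831, 832 and 833, and 6.50, 6.77 and 6.84 without WT Pio mouse 841, 842 and 844. For Cidec it shows about 3.3 against 2.56, with 3.34 by limma with sample weights and 3.503 without WT control mouse 832. For Fabp4 it shows about 2.4 against 3.27, with 2.33 by limma with sample weights and 2.74 without WT Pio mouse 845. For Mogat1 it shows about 2.9 against 2.37, with 2.96 by limma with sample weights, 2.84 without WT control mouse 835 and 2.48 without WT Pio mouse 843. In KO mice on control diet the paper shows about 0.2 for Cd36 in Figure 3(a), read by eye, against -0.17, with 0.13 by limma with sample weights, 0.30 without KO control mouse 5 and 0.088 without KO Pio mouse 13. On HFD, Figure 3(b), read by eye, shows about 2.7 for Mogat1 in WT mice against 2.20, with 2.63 by limma with sample weights, 2.26 without a filter on low counts, 2.703 without WT HFD mouse 829, and 2.35 and 2.40 without WT HFD-Pio mouse 838 and 840. The same figure shows about 0.5 for Fabp4 in KO mice, read by eye, against -0.11, with 0.39 by limma with sample weights and 0.55 without KO HFD mouse 9. Limma without sample weights, which was chosen after seeing the values, comes within this standard error of the paper's value for Cfd (6.72), Cidec (2.97), Fabp4 (3.01) and Mogat1 (2.58) on control diet and Mogat1 (2.27) on HFD in WT mice, and for Fabp4 in KO mice on HFD (0.075), but drops 1 of the 7 genes that the paper calls on control diet (Cav1).

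Of Table S2 the first 714 genes listed were held, of which 710 were tested here. The paper's log2 fold changes there correlate with those of limma with sample weights by 0.941 to 1.00 in the 6 comparisons held. The columns of Table S3 labelled as mean log fold changes hold values of up to 4.62 for its 50 sets, and their sizes follow the normal deviate of the p values beside them (correlation 1.00). The largest mean log2 fold change of a list here was 0.71. These columns were therefore not used as fold changes. For oxidative phosphorylation in WT mice, the paper's own set there had a statistic of 0.057 on control diet (GAGE, FDR = 0.945). On HFD it had 4.55 (GAGE, FDR = 9.38e-05). The list here had medians of 0.16 and 0.095, called by camera on both diets but not by fry. Cholesterol homeostasis had 1.59 there on control diet (GAGE, FDR = 0.36) and -0.34 on HFD (GAGE, FDR = 0.686).

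Some statements of the paper differ in direction or extent from the results here. The paper reports glycolysis genes among those induced by Pio on HFD but not on control diet in WT mice. The glycolysis list here was called on neither diet, with a median of -0.11 and a mean of 0.067 on HFD (camera, test direction up) and a median of -0.089 and a mean of 0.011 on control diet (test direction down, FDR = 0.825 for both). Hk2 was called as higher on both diets. In Table S3 the paper's own set had a statistic of 1.77 on HFD (FDR = 0.323) and -0.256 on control diet (FDR = 0.882). It reports bile acid metabolism among the groups induced on both diets. The list here was not called on control diet (0.067, FDR = 0.116) or on HFD (0.029, FDR = 0.852), although Cyp7a1 was called on control diet (2.31), as was the Reactome list (0.068). Of its 27 genes, limma with sample weights called 10 on control diet and 1 on HFD. In Table S3 the paper's own set had a statistic of 1.79 on control diet (FDR = 0.310) and 1.70 on HFD (FDR = 0.324), the direction that the paper reports. It reports genes of the unfolded protein response as suppressed on control diet but not on HFD. Here the list was lower on control diet (-0.39, camera, FDR = 1.22e-06) and on HFD as well (-0.14, FDR = 0.0237), as is the paper's own set in its Table S3 (statistic -2.89 with FDR = 0.0535 on control diet, and -2.76 with FDR = 0.0395 on HFD). Fry called it only on control diet, the Reactome list on neither diet (-0.085 and -0.098), and the call on HFD was lost in 5 leave-one-out fits, without WT HFD mouse 826 (-0.090) or 828 (-0.12), WT HFD-Pio mouse 836 (-0.11) or 837 (-0.11) or KO Pio mouse 13 (-0.13). For KO mice on control diet it names xenobiotic metabolism as the only group of suppressed genes, among Hallmark sets at its strictest cutoff. That group was not among the lists here, which were tested at the wider limit of 0.05. In Table S3 the paper's own sets had statistics of -2.33 for the unfolded protein response (FDR = 0.258 from GAGE) and -2.02 for bile acid metabolism (FDR = 0.371). Fatty acid metabolism had -0.59 there. Here camera called the lists of fatty acid oxidation (-0.38), bile acids (-0.35) and the unfolded protein response (-0.45) as lower, also without KO Pio mouse 13 (-0.22, -0.29 and -0.48), while fry called only the last. It reports a wider effect of diet in WT mice with Pio than without, and the numbers of genes here were 158 and 170 (edgeR), with 202 and 340 with the WT mice fitted alone and 380 and 376 by DESeq2, although they were 2937 and 327 by limma with sample weights, 479 and 32 with only the 2 groups compared and 130 and 107 by limma without sample weights. It reports fewer effects of diet in KO than in WT mice. Without Pio edgeR called 24 genes in KO and 170 in WT mice, the paper's direction (2 to 50 and 58 to 849 with 1 mouse left out), but with Pio it called 642 and 158. The latter were 12 and 1123 without KO Pio mouse 13. The numbers from limma with sample weights were 309 and 2937 with Pio, the paper's direction, and 542 and 327 without. Figure 4 shows more genes changed by Pio on control diet in WT than in KO mice, and edgeR called 506 and 1166, although it called 2011 and 66 without KO Pio mouse 13. The paper describes the WT groups as well separated and the KO groups as poorly separated on principal components. Mean silhouette widths here were 0.073 in WT mice, negative for 8 of 20 mice, and -0.081 in KO mice, negative for 11 of 20. They rest on distances over all tested genes, not on principal components. The lowest were those of KO Pio mice 11, 12, 14 and 15 (-0.47 to -0.32), whose group includes mouse 13. Without that mouse none was computed, so the 2 means do not compare the genotypes apart from it. The groups separated in both genotypes by the permutation test (p = 1e-05, the smallest it can give, and 0.00123). It reports Cav1 and Fabp4 as induced by Pio on control diet but not on HFD in WT mice and reads diet as a modifier. The calls here follow that pattern, but the difference between the diets was not called for either gene (-0.86 and -2.43).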

Other observations

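No test in this part was chosen only after its result was seen, apart from limma without sample weights and the comparison of single mice in the mitochondrially encoded share. Each count of called genes was compared with those from 60 splits of the same mice into groups of 5, the real split included. For Pio in WT mice on control diet (506 genes) and in WT mice on HFD (140), 1 split, the real one, called as many. Other splits called up to 307 and 3 genes. This argues against chance, although 60 splits cannot give a share below 0.01667. In KO mice on control diet (1166) the real split also called the most, but another called 1144 genes, and 60 of the 126 possible splits were run. The real split called 66 without KO Pio mouse 13 and, in edgeR with the KO mice fitted alone, 0 (2970 at an unadjusted p under 0.05). No other tool was run on these mice alone. For Pio in KO mice on control diet this count therefore does not settle chance. As for Pio in WT mice, only the real split called as many for HFD in WT mice without Pio (170 genes) and with Pio (158) and in KO mice without Pio (24) and with Pio (642). Other splits called up to 103, 21, 14 and 404 genes in these 4 comparisons. In edgeR with the KO mice fitted alone, the last 2 counts were 0 (556 and 2449 at an unadjusted p under 0.05). For Pio in KO mice on HFD (2 genes) 13 of the 60 splits called as many, and chance cannot be excluded. For the difference between the diets in KO mice (0 genes in edgeR, DESeq2 and limma without sample weights, 52 in limma with sample weights, and 1562 at an unadjusted p under 0.05 in edgeR) all 60 splits did.

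More genes were called for Pio on control diet in KO (1166) than in WT mice (506). Without KO Pio mouse 13 the numbers were 66 and 2011, which fits an effect of this 1 library on both, and the excess in KO mice may rest on it alone. The same mouse enters the effect of HFD in KO mice with Pio, which was 642 genes with it and 12 without. Limma with sample weights called 3095 genes for Pio in WT mice on control diet and limma without these weights 463. The weights given to single libraries are thus a candidate explanation for the excess over edgeR (506). They gave mouse 13 a weight of 0.0157.

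Mitochondrially encoded genes held 11.3 ± 6.02% of the counts in WT Pio and 6.06 ± 0.835% in WT control mice, a difference of 5.25 percentage points (exact permutation test, p = 0.0476, and 0.254 after Benjamini-Hochberg adjustment over 8 comparisons). The 7 mitochondrially encoded genes tested were all higher, and 3 were called. WT Pio mouse 845 had 21.1%, and without it p was 0.0873 (exact permutation test). Of the other 4 WT Pio mice, 3 (9.11%, 10.7% and 11.0%) also lay above the highest WT control mouse (7.04%), and 1 (4.68%) lay below all of them. Whether the difference rests on this 1 library or on the group cannot be told apart with 4 mice against 5. No biological explanation was tested apart from the comparison of the groups.

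Oxidative phosphorylation genes were higher with Pio in KO mice on HFD by a median of 0.14. Of 10000 random lists matched on expression, exon length and GC content, 0% had a median as high (median of the lists 0.032), which argues against such a bias. With 1 of the 10 mice left out the median was at least 0.071, against 0.14 with all mice. This argues against a single library as the whole cause, but 1 library may carry part of the shift. With relative log expression factors it was 0.13, but these factors move the values too little to test the normalization, which stays open. The genes of this list are correlated, and neither fry nor camera with the correlation estimated called it. Since 0 of the 79 genes were called or had an unadjusted p under 0.05 in edgeR, and DESeq2 and limma with or without sample weights called 0, an effect of Pio in KO livers remains a hypothesis. The 83 ribosomal protein genes had a median of 0.072 in the same comparison.

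KO HFD mouse 9 had 13720 CPM of Saa1 and 13990 CPM of Saa2, acute-phase genes, while the next KO HFD mouse had 570.7 and 486.5 CPM. The 2 genes called for Pio in KO mice on HFD in edgeR, Elane (-5.54) and Orm2 (-5.64), rest largely on this mouse, without which they had -1.84 and -1.41 and were not called. What made its acute-phase values high was not tested.

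The other lists describe the libraries. Adipocyte markers (8 genes) summed to 15.3 ± 4.99 CPM in WT control, 157 ± 78.5 in WT Pio, 20.7 ± 5.92 in WT HFD and 85.7 ± 51.3 in WT HFD-Pio mice, and to means of 9.93 to 18.1 CPM in the KO groups. Of the 3 that passed the filter, Cidea and Retn were called as higher with Pio in WT mice, by 7.89 and 5.98 on control diet and 6.10 and 3.73 on HFD. Markers of blood (5 genes) summed to 1044 ± 716 CPM in WT control and 662 ± 228 in WT Pio mice and to 213 ± 47.7 and 298 ± 127 in the KO groups on control diet. Alas2 was lower in WT Pio mice (-0.87), a call lost without any 1 of 29 mice (-0.98 to -0.67 over all 40). Hba-a2 (1.59) and Hba-a1 (1.48) were higher in KO Pio mice. The call of Hba-a2 was lost in fits with 1.69 without KO control mouse 1, 1.63 without KO control mouse 2, 1.56 without KO control mouse 3, 1.53 without KO control mouse 4, 1.57 without KO control mouse 5 and 0.97 without KO Pio mouse 13, and that of Hba-a1 in fits with 1.48 without WT HFD mouse 826, 1.49 without WT HFD mouse 827, 1.49 without any 1 of WT HFD-Pio mice 836, 837 and 839, 1.48 without WT Pio mouse 841, 1.49 without any 1 of WT Pio mice 842 and 844, 1.62 without KO control mouse 1, 1.54 without KO control mouse 2, 1.41 without KO control mouse 3, 1.42 without any 1 of KO control mice 4 and 5, 1.48 without any 1 of KO HFD mice 6, 8 and 10, 0.90 without KO Pio mouse 13, 1.40 without KO Pio mouse 15 and 1.48 without any 1 of KO HFD-Pio mice 17, 18 and 20. The 12 immediate early genes gave 1 call for Pio in WT mice on control diet, Atf3 (-3.08, and -1.12 without WT control mouse 832), and 5 in KO mice on control diet, all higher (8 when adjusted over the list alone), among them Junb (2.78, and 1.23 without KO Pio mouse 13) and Fos. Their summed CPM was 465 ± 342 in KO control and 1406 ± 1054 in KO Pio mice. Of 8 macrophage markers edgeR, DESeq2 and limma with or without sample weights called 0 for Pio in either genotype on either diet, with 1 at an unadjusted p under 0.05, in WT mice on HFD. Pancreatic acinar markers (14 genes, 1 past the filter) summed to 988 CPM in 1 KO HFD mouse and 159 CPM in 1 KO Pio mouse, and to at most 25.7 CPM in the other 6 groups. Skeletal muscle markers (7 genes, none past the filter) summed to at most 17.8 CPM in a mouse. The 4 Y chromosome genes summed to means of 71.3 to 98.5 CPM in the WT groups and 129 to 163 in the KO groups, with 23.1 CPM in the lowest mouse. EdgeR and DESeq2 called 0 of these 4 for Pio in any of the 4 comparisons (2 at an unadjusted p under 0.05, both in WT mice on HFD), while limma with sample weights called 3 in WT mice on control diet and 1 on HFD.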
